# Inherent single-cell heterogeneity of the transcriptional response to hypoxia in cancer cells

**DOI:** 10.1093/narcan/zcaf021

**Published:** 2025-08-28

**Authors:** Małgorzata Wilk, Thomas Knöpfel, Stana M Burger, Stellor Nlandu Khodo, Roland H Wenger

## Abstract

Hypoxia-inducible factor (HIF) is a master regulator of cancer cell adaptation to tumor hypoxia and is involved in cancer progression. Single-cell (sc) differences in the HIF response allow for tumor evolution and cause therapy resistance. These sc-differences are usually ascribed to tumor microenvironmental differences and/or clonal (epi)genetic variability. However, the sc-heterogeneity of the HIF response in otherwise identical cells cultured under defined *in vitro* conditions has not yet been addressed. Therefore, we analyzed the sc-response to hypoxia in nonclonal cell lines and multiple clonal derivatives, including HIF-1α or HIF-2α knockouts. While HIF-1α and HIF-1 target mRNA sc-heterogeneity was slightly higher than global transcription or specific housekeeping messenger RNAs (mRNAs), HIF-2α and especially HIF-2 target mRNA sc-heterogeneity was extraordinary, and remained in independent clones following HIFα knockouts. Unexpectedly, neither HIF-2α mRNA nor nuclear protein levels correlated with target mRNA levels. Unsupervised but not supervised HIF target gene dimensionality reduction revealed the initial sample composition after scRNA-seq, demonstrating that, owing to sc-heterogeneity, individual HIF target genes are not sufficient to unequivocally identify hypoxic cancer cells. In conclusion, the pronounced intrinsic sc-heterogeneity of the HIF response represents a hitherto unrecognized feature of cancer cells that impairs clinical HIF pathway-dependent cancer cell identification and targeting.

## Introduction

During the growth of a solid tumor, irregular tissue architecture and (epi)genetic instability cause cancer cell heterogeneity at the single-cell (sc) level. The resulting pool of distinct cancer cells is under constant microenvironmental evolutionary selection pressure, representing a major mechanism of tumor progression, metastasis, immune evasion, and eventually treatment escape. Tumor sc-heterogeneity is largely based on extrinsic microenvironmental and intrinsic (epi)genetic factors. Owing to their rapid proliferation and high metabolic demand, combined with disrupted microvessel organization and inflammation, oxygen consumption by tumor cells often exceeds the oxygen supply. In turn, subsequent regional tumor hypoxia reprograms intrinsic processes in cancer cells.

Hypoxia-inducible factor (HIF) is a master regulator of cellular adaptation to hypoxia. HIF is a heterodimeric transcription factor consisting of one of three oxygen-labile α-subunits and a common constitutive β-subunit. HIF-mediated transcriptional responses have been shown to support the ability of tumor cells to cope with tissue hypoxia and cancer therapy [1, 2]. It is well-established that the HIF response contributes to cancer stem cell maintenance, metabolic adaptation, (epi)genetic instability, angiogenesis, metastasis, immune evasion, and treatment resistance [3–7]. Because tumor angiogenesis and perfusion are highly irregular and dynamic processes, tumor microenvironmental hypoxia causes spatial and temporal variability in the HIF-mediated transcriptional response [8, 9]. While this extrinsic sc-variability of the HIF response is generally well recognized, the potential intrinsic sc-heterogeneity of the HIF response in otherwise largely identical clonal cell pools has not been considered thus far. We therefore used monoclonal cancer cell lines under relatively homogenous *in vitro* culture conditions to address this crucial question.

Because the transcriptional HIF response is mediated mainly by HIF-1 and HIF-2, we also addressed whether variable expression levels of the two oxygen-labile HIFα isoforms contribute to the sc-heterogeneity of cancer cells. While the *HIF1A* gene (encoding HIF-1α) is ubiquitously expressed, the *EPAS1* gene (encoding HIF-2α) shows a more restricted expression pattern *in vivo*. However, at least in batch analyses of dedifferentiated cancer cells, these two HIFα isoforms are often coexpressed, but whether they functionally overlap within the same cell at the same time remains to be investigated.

## Materials and methods

### Cell culture

MCF-7 triple-positive breast adenocarcinoma, MDA-MB-231 triple-negative breast adenocarcinoma, Hep3B2.1–7 hepatocellular carcinoma (Hep3B), and U2OS osteosarcoma cell lines were obtained from American Type Culture Collection (ATCC; Manassas, VA, USA). All cell lines were authenticated via highly polymorphic short tandem repeat loci (September to November 2023; Microsynth, Balgach, Switzerland). All the cells were cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM; Sigma–Aldrich, Burlington, MA, USA) in humidified air containing 5% CO_2_ at 37°C, resulting in 18.5% O_2_ normoxic conditions [10]. The media were supplemented with 10% heat-inactivated fetal bovine serum (Thermo Fisher Scientific, Waltham, MA, USA), 100 μg/ml streptomycin, and 100 U/ml penicillin (Sigma–Aldrich). Before seeding, all cells were filtered through a cell strainer (pluriStrainer 30 μm; pluriSelect, Leipzig, Germany). HIF was induced by hypoxia (0.2% O_2_) in an InvivO_2_ 400 workstation (Baker Ruskinn, Bridgend, UK) or by treatment with 100 μM FG-4592 (roxadustat; Selleckchem, Houston, TX, USA). Cell density at harvesting did not exceed 50%, and cell viability was >92% under normoxia and >86% after 48 h of hypoxia, as determined by trypan blue exclusion (Vi-Cell XR; Beckman Coulter, Brea, CA, USA).

### Generation of HIFα knockdown and knockout cell lines

Stable HIF-1α and HIF-2α knockdown by RNA interference in MCF-7 cells was described previously [11]. The HIF-1α and HIF-2α knockout (KO) cell lines were generated via CRISPR–Cas9 gene editing technology, using the manufacturer’s own batch of MCF-7 cells (Synthego Corporation, Redwood City, CA, USA). Single guide RNAs (sgRNAs) targeting exon 2 of the *HIF1A* (5′-CCUCACACGCAAAUAGCUGA-3′) or *EPAS1* (5′-AGAAGUCCCGGGAUGCUGCG-3′) genes, respectively, or a nontarget control (NTC) sgRNA were used. Monoclonal KO and NTC cell lines were obtained via limited dilution cloning. Biallelic gene disruption was confirmed by genomic polymerase chain reaction (PCR) (primers are listed in Supplementary Table S1) and deep sequencing (Microsynth). The sequencing results are shown in Supplementary Fig. S1A and B. Immunoblotting confirmed the KOs (Supplementary Fig. S1C and D).

### RNA quantification by RT-qPCR

Total RNA was extracted as described previously [12]. Complementary DNA (cDNA) was generated via reverse transcription (RT) of 2 μg of total RNA using AffinityScript reverse transcriptase (Agilent Technologies, Basel, Switzerland). Quantitative (q) PCR was performed in an AriaMx real-time PCR system (Agilent Technologies) via a SYBR Green qPCR reagent kit (Sigma–Aldrich). The primers used were purchased from Microsynth and are listed in Supplementary Table S1. Calibrated standards were included for copy number determination. All the messenger RNA (mRNA) data are expressed as ratios relative to the mRNA levels of the housekeeping ribosomal protein L28.

### 5-ethynyluridine incorporation

To assay global RNA transcription, cells were seeded on Nunc Lab-Tek II 8-well chamber slides (Thermo Fisher Scientific), and 100 μM 5-ethynyluridine (5-EU; Baseclick, Munich, Germany) was added 30 min before fixation with 4% paraformaldehyde (PFA; Sigma–Aldrich) for 20 min and permeabilization with 0.5% Triton X-100 (Sigma–Aldrich) in 20 mM glycine (Biosolve Chimie, Dieuze, France) for 10 min. For the hypoxia experiments, the entire procedure was carried out in a hypoxia workstation. Ethynyl-RNA was detected by incubating the cells for 30 min in the dark with a CLICK reaction mixture consisting of 2 mM CuSO_4_, 100 mM sodium ascorbate, and 10 μM Alexa Fluor 647 azide (Thermo Fisher Scientific). Nuclei were counterstained with 1 μg/ml 4′,6-diamidino-2-phenylindole (DAPI; Sigma–Aldrich) for 20 min. The slides were mounted in Mowiol/DABCO (Millipore and Sigma–Aldrich, respectively) and imaged on an Axioscan 7 slide scanner (Zeiss Microscopy, Oberkochen, Germany).

### mRNA-fluorescence *in situ* hybridization

For fluorescence *in situ* hybridization (FISH) via RNAscope Multiplex Fluorescent v2 assays, cells were seeded as above and pretreated according to the manufacturer’s recommendations (Advanced Cell Diagnostics, Hayward, CA, USA). Following incubation for 30 min in the dark with 2 μg/ml HCS CellMask Green Stain (H322714A; Thermo Fisher Scientific), hybridization to the RNAscope probes (Supplementary Table S2) was performed for 2 h at 40°C in a HybEZ oven (Advanced Cell Diagnostics), followed by signal amplification and signal detection using Opal 570 or Opal 650 fluorescent reagents (Akoya Biosciences, Marlborough, MA, USA). Following counterstaining with DAPI, the slides were mounted with ProLong Gold antifade (Thermo Fisher Scientific) and imaged as described earlier.

### Immunofluorescence

Cells were seeded as described earlier, fixed with 4% PFA for 20 min, and permeabilized with 0.5% Triton X-100 in 20 mM glycine for 10 min. For the hypoxia experiments, the entire procedure was carried out in a hypoxia workstation. To prevent nonspecific antibody binding, the cells were incubated with 5% bovine serum albumin for 30 min. Primary antibodies (Supplementary Table S3) were allowed to bind overnight at 4°C. Following incubation with secondary antibodies for 30 min in the dark at 37°C, the cells were counterstained with 1 μg/ml DAPI for 30 min at 37°C, mounted in Mowiol/DABCO, and imaged as described earlier. For sequential immunofluorescence (IF), the Opal 4-color kit was used according to the manufacturer’s recommendations (Akoya Biosciences), and the cells were prepared as earlier but fixed with 10% neutral buffered formalin (NBF; Sigma-Aldrich) for 30 min.

### Image quantification

Following manual elimination of low-quality images, image quantification was performed via CellProfiler version 4.2 (CellProfiler software, Cambridge, MA, USA). Negative control samples were used to define the minimal detection thresholds. Cell borders were defined with the use of HCS CellMask Green Stain (Thermo Fisher Scientific). 5-EU, mRNA, or protein signals (“primary objects”) were related to “cell objects” identified with DAPI and HCS CellMask stainings. The background was subtracted through the “MaskObjects” module. The integrated intensity (total intensity) module was used to define per-cell 5-EU, mRNA, or protein levels. Typically, 10 000–20 000 cells were evaluated for the determination of a heterogeneity index. To compare different Opal dyes of variable fluorescence brightness, the intensities of the genes of interest were normalized to the mean value of the cellular intensities over all cells of a housekeeping POLR2A or UBC RNAscope probe labeled with the corresponding Opal dye.

### Immunoblotting

Cells were washed with phosphate-buffered saline (PBS), and the proteins were extracted for 15 min on ice with 10 mM Tris–HCl (pH 8.0), 1 mM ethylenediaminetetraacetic acid (EDTA), 400 mM NaCl, 0.1% Nonidet *P*-40, freshly supplemented with protease inhibitor cocktail, 1 mM NaF, and 10 mM Na_3_VO_4_ (all obtained from Sigma–Aldrich). The protein concentration was estimated via the bicinchoninic acid (BCA) method (Thermo Fischer Scientific), and 40–80 μg of total protein was separated by sodium dodecyl sulphate–polyacrylamide gel electrophoresis, followed by electrotransfer to nitrocellulose membranes (Protran Premium 0.2 μm; Amersham, Cytiva, Marlborough, MA, USA). Primary antibodies (Supplementary Table S4) were allowed to bind overnight at 4°C, followed by incubation with secondary antibodies for 1 h at room temperature. For the detection of horseradish peroxidase activity, SuperSignal enhanced chemiluminescence substrate (Thermo Fischer Scientific) was added, and the signal was recorded with a Fusion FX7 camera (Vilber, Eberhardzell, Germany).

### scRNA sequencing

MCF-7 cells were incubated under normoxic or hypoxic conditions for 48 h and harvested with 0.5 mg/ml porcine trypsin in 0.5 mM EDTA (pH 8.0) (Sigma–Aldrich). A total of 20 000 cells were distributed under the same oxygen conditions on HIVE Collectors (Honeycomb Biotechnologies, Waltham, MA, USA). The cells were treated with Sample Preservation Solution, followed by the addition of Lysis Solution and library preparation according to the manufacturer’s instructions (Honeycomb Biotechnologies). Library quality was verified with high-sensitivity D5000 ScreenTape (Agilent Technologies). Average cDNA lengths were 1807, 1770, and 1660 bp for the three libraries MCF-7 NTC, MCF-7 HIF-1α KO, and MCF-7 HIF-2α KO, respectively (normoxic and hypoxic samples combined). For scRNA-seq, custom sequencing primers from Honeycomb were used with a NextSeq500 instrument (Illumina, San Diego, CA, USA). On average, 1093 cells were sequenced per sample, with an average of 147 606 reads per cell (read length: 25 for barcode/UMI plus 50 for RNA). The human reference genome (GRCh38.p13 with gene model definition GENCODE release 37) was used in the R package ezRun (https://doi.org/10.5281/zenodo.10101864) and subsequently filtered for protein-coding, ribosomal RNA (rRNA), transfer RNA, and mitochondrial RNA gene biotypes [13]. Sample read alignment against the aforementioned genome and feature-barcode count matrix generation was performed with BeeNet v1.1.2 pipeline (Honeycomb Biotechnologies), using 5000 barcodes per sample. Downstream analysis was performed on the feature-barcode count matrices using the R package Seurat v4.2.1 [14]. Cells were further filtered according to hard thresholds for very low RNA counts (<1000 TPM). In addition, cells were filtered according to RNA count, feature count, and mitochondrial percentage using a median-absolute-deviation (MAD) approach (nmad = 3) implemented in the package scater [15]. Cells with >0.7 riboprotein content and those marked as doublets by scDblFinder [16] were also removed. The average RNA count per cell was 8728 transcripts per kilobase million (TPM), and the average number of genes detected was 2890. Integration across all six samples was performed using the CCA approach implemented in Seurat v4.2.1 using the top 15 principal components (PCs). Filtered data were log-normalized and scaled using scTransform implemented in Seurat [17], using the 3000 most strongly expressed genes. Both supervised (using a list of the most highly induced 70 HIF target genes) and unsupervised PC analyses (PCA) were conducted on the SCTransform-normalized data. Subsequently, cell neighbors were identified using the FindNeighbors function applied to the PCA embeddings. Clustering was performed with FindClusters at a low resolution (0.1) to detect fine-grained cell subpopulations [18]. Uniform manifold approximation and projection (UMAP) was applied to visualize the cellular landscape in reduced dimensions using RunUMAP based on the PCA results (https://arxiv.org/abs/1802.03426). UMAP embeddings for both supervised and unsupervised analyses were generated using the first 19 PCs. Dimensional plots (DimPlots) were colored by sample identity. To ensure consistent comparison, axis limits were standardized across plots. Differential expression analysis was conducted on scRNA-seq count data using the DESeq2 package [19]. Raw gene counts were first filtered to exclude lowly expressed genes, retaining only those with a total count >50 across all samples. Samples were grouped according to experimental conditions (normoxia or hypoxia). Differentially expressed genes (DEGs) were identified based on a log_2_(fold change) > 2 and a base mean expression > 350 TPM. Significant DEGs were then annotated by converting ENSEMBL IDs to gene symbols via the org.Hs.eg.db annotation database (https://bioconductor.org/packages/org.Hs.eg.db). For supervised clustering, a DEG list was used based on log_2_(fold change) > 1.5 and a base mean expression > 50 TPM. Normalized counts for significant DEGs were extracted, log-transformed, and *Z*-score scaled per gene to highlight expression patterns across samples. Heat maps were generated using the ComplexHeatmap package with clustering applied to genes but not samples, maintaining a biologically relevant sample order [20]. To investigate the expression of specific genes, subsets of the integrated Seurat object were created for the 3 cell lines. Feature plots of gene expression were generated on UMAP embeddings with standardized axis limits and aspect ratios to allow direct comparison between conditions.

### Tumor database analyses

Scatter plots with pairwise mRNA correlations of breast cancer data deposited in The Cancer Genome Atlas (TCGA) database (www.cancer.gov/tcga) were generated via Gene Expression Profiling Interactive Analysis (GEPIA; gepia.cancer-pku.cn) [21].

### Statistics

To analyze statistical significance, a two-tailed unpaired Student’s *t*-test or two-way ANOVA with Bonferroni’s multiple comparisons test was conducted for comparisons between two groups or three or more groups, respectively (GraphPad Prism version 10.0; GraphPad Software, San Diego, CA, USA). All results are presented as the means ± standard deviations (SDs) of the indicated number of independent experiments. *P* values < .05 were considered significant. Spearman’s *ρ* was used to assess the strength of association between two variables using Python software version 3.12.0 (www.python.org; Python Software Foundation, Wilmington, DE, USA).

## Results

### Definition of representative HIF isoform-specific target genes in MCF-7 cells

To analyze the sc-heterogeneity of the HIF response, we chose the widely used triple-positive breast adenocarcinoma MCF-7 cell line as an *in vitro* model. We and others previously reported coexpression of HIF-1α and HIF-2α as well as differential HIF-1 and HIF-2 responses in this cell line, including analyses by HIF-1/2α ChIP-seq [11, 22–25]. However, these data were generated in batch experiments and do not provide information about the HIF response at the sc-level. Therefore, we first validated the specific regulation of two prototypical HIF-1 and HIF-2 target genes, CAIX and PAI-1, respectively [11]. We initially used our in-house nonclonal MCF-7 subline stably transfected with short hairpin (sh)RNA to knock down the two HIFα isoforms and exposed them to hypoxia (0.2% O_2_) for 8–72 h. Compared with those in control (shCtrl) cells, the levels of both CAIX and PAI-1 mRNAs (Supplementary Fig. S2A) and proteins (Supplementary Fig. S2B) strongly decreased in the corresponding shHIF-1α and shHIF-2α cells. Because of the known differences in HIF-1α and HIF-2α stabilization/degradation kinetics [11, 26], we analyzed the expression kinetics of the two HIFα isoforms (Supplementary Fig. S2C). The 48 h time point seemed most suitable for the simultaneous analysis of both pathways and was hence used in all subsequent experiments, if not indicated otherwise.

HIFα isoform dependency was further confirmed in newly generated clonal HIF-1α KO and HIF-2α KO MCF-7 cell lines (Supplementary Fig. S1), which were derived from the company’s MCF-7 subline that is at least two decades distant from our in-house subline. As shown in Supplementary Fig. S2D, the mRNA levels of CAIX and PAI-1 in the analyzed KO clones were strongly induced by hypoxia and highly restricted to the transcriptional activity of HIF-1 and HIF-2, respectively. The mRNA levels of the housekeeping ribosomal protein L28 were affected neither by hypoxia nor by the HIFα KOs. Compared with the MCF-7 NTC cell line, which served as a wild-type (WT)-like control clone, the hypoxic induction of the HIF-2 target gene PAI-1 was further increased in the absence of HIF-1α (Supplementary Fig. S2E). This is consistent with the previously reported apparent mutual inhibition between HIF-1 and HIF-2 [11, 27].

### Basal transcription, but not transcriptional sc-heterogeneity, is altered by hypoxia

We next defined a simple heterogeneity index h_i_ on the basis of double-cumulative histogram charts (Fig. 1A): h_i_ was calculated as a fractional value of the area under the curve (AUC), where the minimal heterogeneity (h_i_ = 0) indicates equal contribution by all cells, and the maximal heterogeneity (h_i_ = 1) indicates that a single cell alone contributes 100% of the total. To determine the basal sc-heterogeneity of global RNA transcription, 5-EU incorporation assays were performed, and images were quantified at the sc-level. A h_i_ of ∼0.3 was obtained, with ∼30% of all cells contributing to 50% of the total 5-EU (Fig. 1B). This sc-heterogeneity remained unchanged under hypoxic conditions (48 h, 0.2% O_2_). Representative fluorescence images and mean values of independent repetitive experiments are shown in Supplementary Fig. S3A. Despite a likely reduction in cellular energy metabolism, 5-EU incorporation even increased under these rather severe hypoxic conditions (Fig. 1C). The addition of low levels of actinomycin D, which specifically inhibits RNA polymerase I-mediated transcription [28], did not affect increased 5-EU incorporation, suggesting that mainly mRNA and not rRNA synthesis is increased under hypoxic conditions (Fig. 1C). In line with a previous report showing that hypoxia lowers RNA stability rather than production [29], the yield of extracted RNA from hypoxic cells was reduced (Fig. 1D). Notably, almost identical sc-variability indices were obtained after sc-quantification of the specific mRNA-FISH signals for the housekeeping genes *POLR2A* (encoding RNA polymerase II subunit A) and *UBC* (encoding ubiquitin c) (Fig. 1E; Supplementary Fig. S3B). In summary, these results define the background sc-variability of housekeeping control mRNAs, which is driven mainly by the general transcriptional sc-variability. If not indicated otherwise, all further sc-heterogeneity data will be shown only for hypoxic cells, and all further analyses will be normalized to the mean value of the cellular intensities over all cells of a POLR2A probe labeled with the same fluorophore to correct for differences in fluorescence brightness, as illustrated in Fig. 1F.

**Figure 1.**
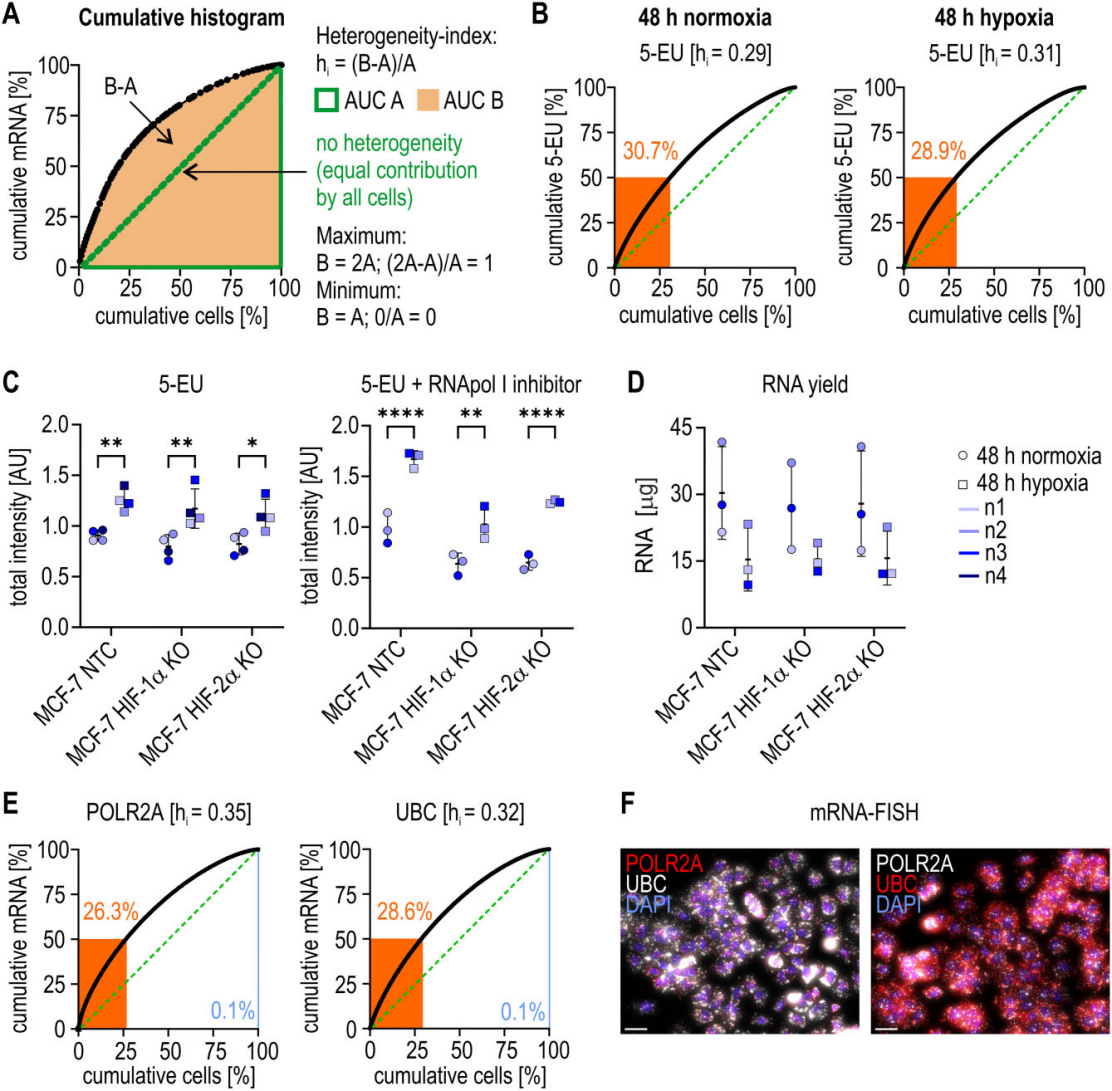
Basal transcriptional sc-heterogeneity in MCF-7 cells. (**A**) Cumulative histogram chart to calculate the heterogeneity index h_i_ as a fractional value of the AUC versus a perfectly homogenous distribution (h_i_ = 0, green line). (**B**) Representative charts of global transcriptional sc-heterogeneity as measured by 5-EU incorporation into MCF-7 NTC clone A4 cells under normoxic and hypoxic conditions. (**C**) Total 5-EU incorporation into MCF-7 NTC, HIF-1α KO, and HIF-2α KO clones A4, A3, and 2C4, respectively, in the absence or presence of low levels of actinomycin D (40 ng/ml) to specifically inhibit RNA polymerase I (RNApol I). (**D**) Yield of RNA extraction. The symbols used in panels (C) and (D) are illustrated on the right. (**E**) Representative charts of the degree of mRNA sc-heterogeneity of the housekeeping genes POLR2A and UBC in MCF-7 NTC clone A4 cells. (**F**) Fluorescence images of POLR2A and UBC mRNA-FISH in hypoxic cells, demonstrating the effects of fluorophore swapping (red, Opal 570; white, Opal 650; blue, DAPI; scale bars = 30 μm). (B, E) The percentages of cells contributing to 50% or 0% of the total mRNA are indicated.

### “Inheritance” of the intrinsically high transcriptional sc-heterogeneity of the HIF pathway

We first determined the sc-heterogeneity of HIF-1α and its target CAIX as well as HIF-2α and its target PAI-1 in nonclonal WT-like MCF-7 shCtrl cells (Fig. 2A). Although it is commonly accepted that HIF-1α expression is ubiquitous [30], HIF-1α mRNA sc-heterogeneity was greater than the housekeeping controls, with a higher average h_i_ of 0.62, fewer cells (∼12%) contributing to 50% of the total HIF-1α mRNA, and more cells (42%) not expressing HIF-1α at all. HIF-2α mRNA sc-heterogeneity was even somewhat higher than HIF-1α (Supplementary Fig. S4A). Unexpectedly, most hypoxic cells were negative for CAIX (∼64%) and especially PAI-1 (∼95%) mRNA with h_i_ values of 0.89 and 0.995, respectively (Supplementary Fig. S4A). Similar sc-heterogeneity data for CAIX and PAI-1 were obtained with the nonclonal MCF-7 shHIF-1α and shHIF-2α sublines, despite the knockdown of the respective HIFα isoform (Supplementary Fig. S4B).

**Figure 2.**
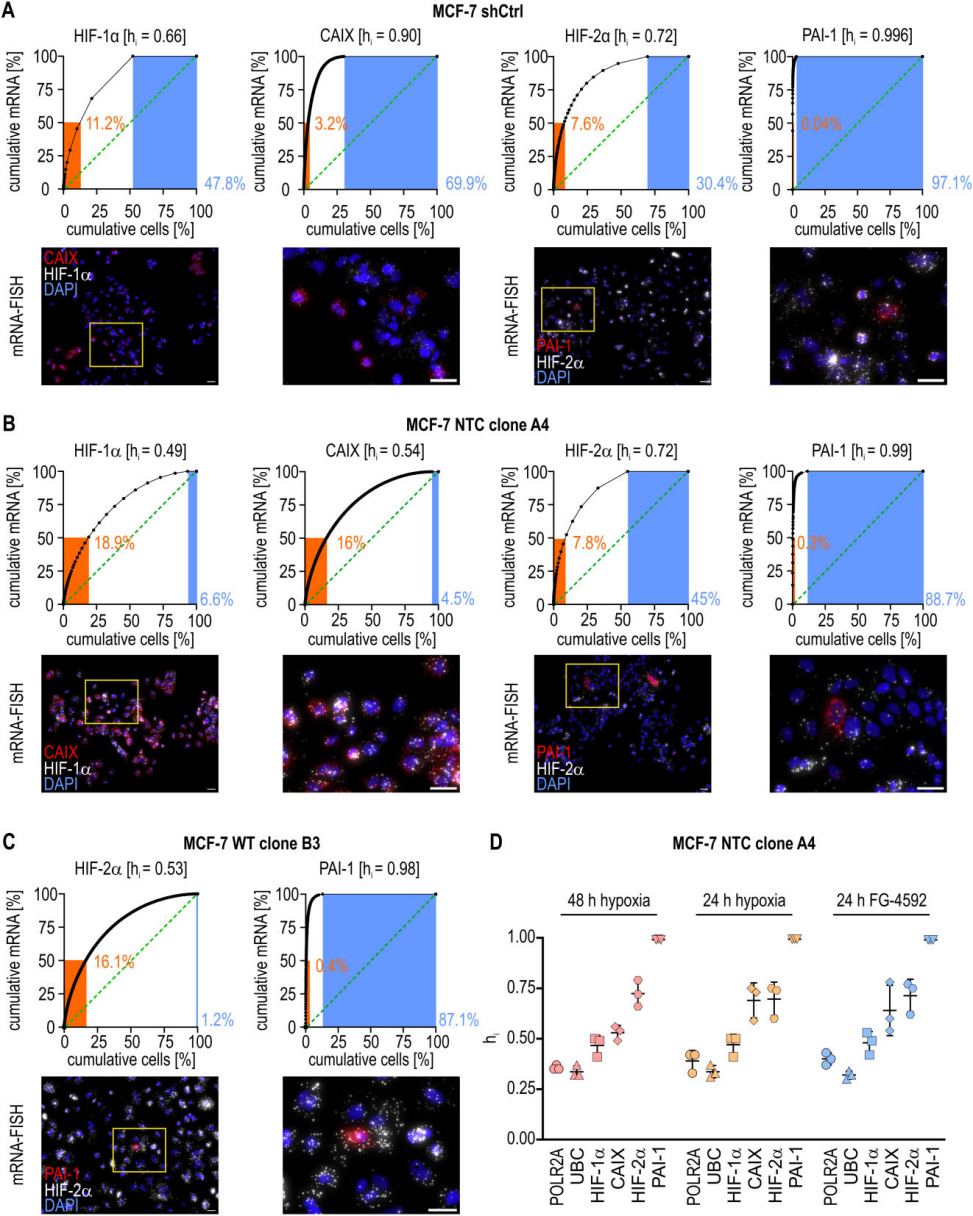
High sc-heterogeneity of HIFα isoform-specific target gene expression. Nonclonal MCF-7 shCtrl (**A**), MCF-7 NTC clone A4 (**B**), and MCF-7 WT clone B3 (**C**) cells were exposed to hypoxia for 48 h and analyzed by mRNA-FISH. The data are displayed in representative histogram charts as outlined in Fig. 1. Exemplary fluorescence microscopy images, including magnifications of the indicated regions, are displayed in the bottom panels (scale bars = 30 μm). (**D**) Overview of the sc-heterogeneity indices of the indicated mRNAs in MCF-7 NTC clone A4 cells exposed for 48 and 24 h to hypoxia or 24 h to the HIFα stabilizer FG-4592.

Because nonclonal MCF-7 cells are known to display a large (epi)genetic variability, potentially explaining these findings, we next analyzed freshly cloned cells derived from two distant nonclonal MCF-7 sublines, either the commercial subline used for KO experiments or our in-house subline used for WT and knockdown experiments, resulting in the WT-like NTC clone A4 (Fig. 2B) and the WT clone B3 (Fig. 2C), respectively. While the HIF-1α/CAIX sc-heterogeneities indeed decreased (but remained higher than housekeeping genes), the PAI-1 h_i_ values in the clonal MCF-7 NTC cells were still exceedingly high with only ∼0.2% of the cells contributing 50% of the total (Fig. 2B and Supplementary Fig. 5A). These HIF-2α/PAI-1 h_i_ data were confirmed by repetitive experiments, including two additional independent MCF-7 NTC clones (Supplementary Fig. S5B) as well as two additional independent MCF-7 WT clones (Fig. 2C and Supplementary Fig. S5B).

In order to exclude potential problems with the PAI-1 mRNA-FISH probe, we additionally confirmed the rare PAI-1 expression by IF (Supplementary Fig. S5C). Therefore, to somewhat increase the PAI-1 protein levels, we used MCF-7 shHIF-1α cells exposed to hypoxia for 72 h because this was previously shown to enhance the PAI-1 mRNA and protein levels (Supplementary Fig. S2A and B).

We further considered that these large differences in HIF pathway sc-heterogeneities might be due to a loss of mRNA, inhomogeneous cell distribution, and/or regional variability in pericellular oxygen availability under prolonged hypoxic conditions [10]. However, half of the duration of hypoxia (24 h) as well as chemical stabilization of HIFα by FG-4592/roxadustat (implying a more even distribution in the culture medium than oxygen, both vertically and horizontally) basically led to the same results (Fig. 2D and Supplementary Fig. S6).

In summary, the consistent high sc-heterogeneity of the HIF-1 and especially HIF-2 pathways in nonclonal MCF-7 cells as well as in each three freshly prepared independent clonal lines derived from two distant nonclonal MCF-7 sublines, suggests “inheritance” of this hypoxic transcript pattern, even though the original single cells giving rise to these clones statistically most likely belonged to the PAI-1-negative cohort.

### HIFα mRNA expression correlates with target gene mRNA expression in breast cancer tumor samples but not in MCF-7 cells at the sc-level

To clarify whether HIF target gene sc-heterogeneity is driven by the respective HIFα isoform mRNA sc-distribution, mRNA correlation analyses were employed. Correlation analyses are often performed using tumor batch RNA-seq data to identify potentially causative associations between members of the same signaling pathway, such as transcription factors and their downstream targets. Using the breast cancer mRNA data deposited in the TCGA database, we detected positive correlations between the levels of HIF-1α and HIF-2α, between HIF-1α and its target CAIX, and between HIF-2α and its target PAI-1. Notably, these HIF pathway correlations were greater than the reference values of the correlation between the housekeeping POLR2A and UBC mRNA levels (Fig. 3A).

**Figure 3.**
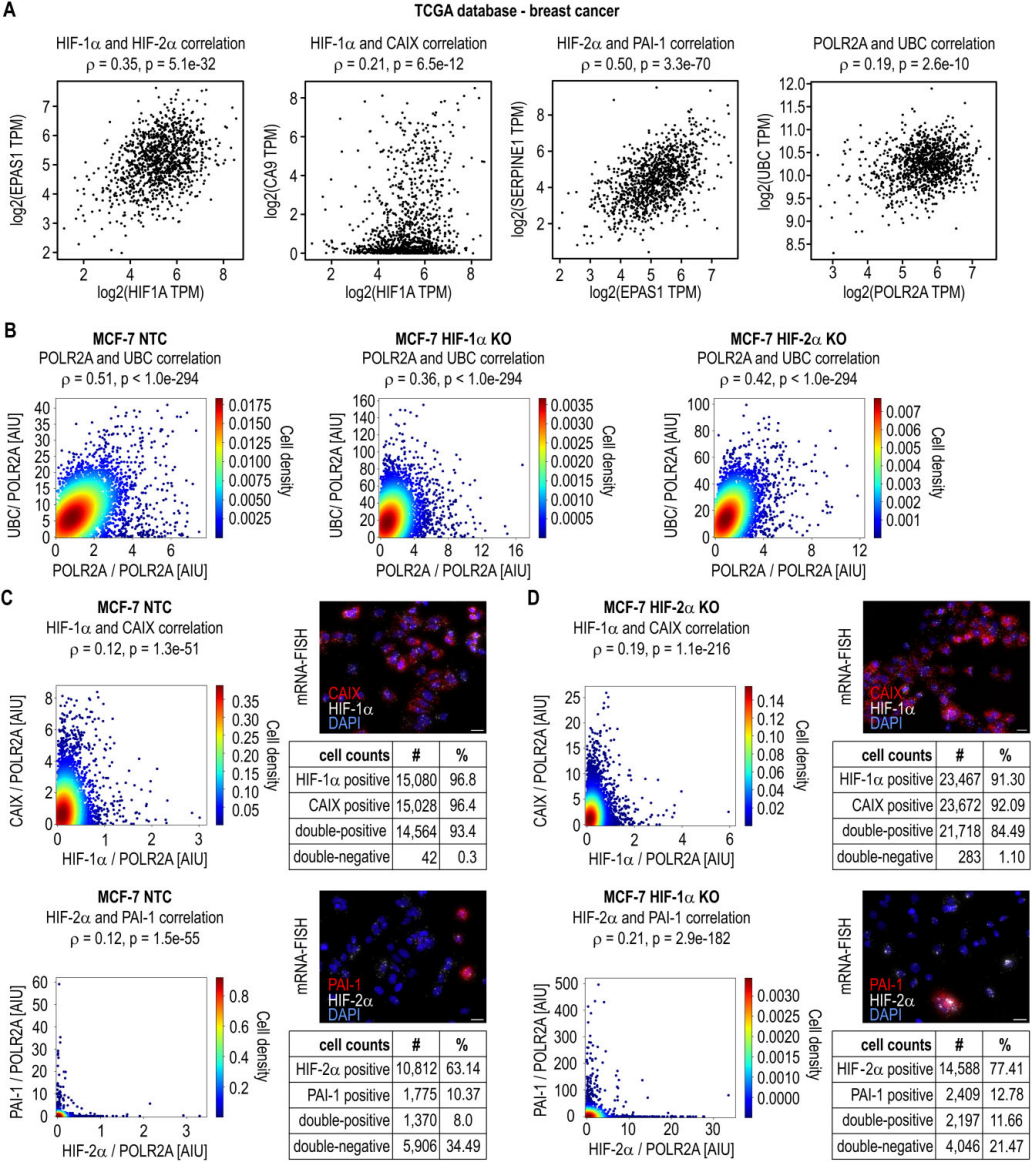
mRNA correlation analyses. (**A**) Correlation analyses of the indicated mRNAs in batch RNA-seq data of breast cancer tumor samples (TCGA database). (**B**–**D**) MCF-7 NTC clone A4 and HIF-1α KO clone A3 or HIF-2α KO clone 2C4 cells were exposed to hypoxia for 48 h, and the coexpression of the indicated genes was analyzed via mRNA-FISH at the sc-level. The fluorescence intensities of the mRNAs of interest were normalized to the average intensity per cell of POLR2A probes labeled with the same fluorophore. Data are shown in scatter plots (assembly of 3 independent experiments; *ρ*, Spearman’s correlation coefficient; AIU, arbitrary intensity unit). (B) Reference value of the correlation between the housekeeping POLR2A and UBC mRNA sc-levels. (C, D) Exemplary fluorescence microscopy images are provided in the upper panels (scale bars = 20 μm). Tables in the lower panels list the number (#) and percentage (%) of cells with the indicated mRNAs over or below the detection limit.

The same pair of housekeeping genes was used to determine a control correlation for *in vitro* cultured MCF-7 NTC, HIF-1α, and HIF-2α KO cell lines. As shown in Fig. 3B, the Spearman’s correlation coefficients (*ρ*) were 0.51, 0.36, and 0.42, respectively, and served as reference values for a biologically relevant positive sc-correlation.

Among all the HIF-1α-positive (96.8% of the total) MCF-7 NTC cells, 96.6% were also CAIX mRNA positive, and the corresponding *ρ* value was only 0.12. Among all the HIF-2α-positive (63.1% of the total) cells, 12.7% were also positive for PAI-1 mRNA but again without any correlation (*ρ* = 0.12) (Fig. 3C and Supplementary Fig. S7A). In the MCF-7 HIF-2α and HIF-1α KO cell lines, the abundance of CAIX and PAI-1/HIF-2α mRNAs, respectively, was somewhat enhanced, but this did not substantially increase the correlation coefficients, which clearly remained below the housekeeping reference values (Fig. 3D and Supplementary Fig. S7A). For comparison, the estimated correlations of the nonrelated CAIX/HIF-2α, PAI-1/HIF-1α, and CAIX/PAI-1 pairs were similarly low (Supplementary Fig. S8A).

Taken together, these data suggest that mRNA correlations in tumor samples are not necessarily based on the sc-heterogeneity within the cancer cells themselves but rather reflect the average microenvironmental (hypoxic) and/or (epi)genetic conditions of each tumor sample.

### MCF-7 sc-heterogeneity analyses based on scRNA-seq

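MCF-7 is a luminal human breast cancer cell line that expresses the estrogen receptor. The scRNA-seq data comprised 6 libraries, namely a normoxic and a hypoxic library from each of NTC clone A4, HIF-1α KO clone A3, and HIF-2α KO clone 2C4. Cells were kept for 48 h at 18.5% O2 (normoxia) or at 0.2% O2 (hypoxia). HIF1A mRNA gave 293 CPM in normoxic and 222 in hypoxic NTC cells, 191 and 187 in HIF-1α KO cells, and 218 and 189 in HIF-2α KO cells. Its log2 ratio of hypoxia to normoxia was -0.40 (95% interval -0.50 to -0.29) in NTC, -0.03 (-0.13 to 0.07) in HIF-1α KO, and -0.20 (-0.30 to -0.10) in HIF-2α KO cells. EPAS1, the gene encoding HIF-2α, gave 8.27 and 8.47 CPM in normoxic and hypoxic NTC cells, 30.8 and 96.9 in HIF-1α KO cells, and 71.2 and 73.6 in HIF-2α KO cells. The EPAS1 log2 ratio was 0.03 (-0.57 to 0.64) in NTC, 1.66 (1.44 to 1.88) in HIF-1α KO, and 0.05 (-0.12 to 0.21) in HIF-2α KO cells. Neither gene passed edgeR's quasi-likelihood test over the 3 lines, with a log2 fold change of -0.14 (adjusted p = 0.555) for HIF1A and 0.72 (adjusted p = 0.159, and 0.00202 to 0.918 over the other settings) for EPAS1. The guide RNAs targeted exon 2, which lies on chromosome 14 of GRCh38 from 61720382 to 61720572 for HIF1A and on chromosome 2 from 46346873 to 46347063 for EPAS1. Because the assay counted the 3′ end of each mRNA, these levels do not test the knockouts.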

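The HIVE picowell assay tags the mRNA of single cells with a cell barcode and a unique molecular identifier (UMI). The authors aligned the reads to GRCh38.p13 with GENCODE release 37 and counted UMIs per gene and barcode with BeeNet 1.1.2, using 5000 barcodes per library. The deposited values were whole-number UMI counts without normalization, before any filtering of cells. The libraries held 8648054 (normoxic) and 9429256 (hypoxic) UMIs for NTC, 12580002 and 13072412 for HIF-1α KO, and 17390361 and 8710058 for HIF-2α KO. Barcodes with at least 1000 UMIs were kept, and cells more than 3 median absolute deviations from the library median in UMIs or genes, or above it in the mitochondrial share, were removed. These filters retained 1267 normoxic and 1645 hypoxic NTC cells, 1441 and 1487 HIF-1α KO cells, and 1765 and 1291 HIF-2α KO cells, 8896 in all. The upper limits on UMIs and genes removed no cell from the hypoxic HIF-1α KO and the normoxic HIF-2α KO library. The deepest cells of these libraries held 70853 and 78557 UMIs. Cells retained in the paired libraries held at most 32589 (normoxic HIF-1α KO) and 30027 UMIs (hypoxic HIF-2α KO). Within each KO line, the ratios therefore compare cells cut at unlike depths. The median depth was 2286 UMIs per cell in both NTC libraries, 2228 and 3684 in the normoxic and hypoxic HIF-1α KO libraries, and 2961 and 2460 in the HIF-2α KO libraries. The mean over all retained cells was 5715 UMIs and 2168 genes, and the values reported here use this depth. The paper's reported values are 6482 cells, a mean RNA count of 8728 per cell, and 2890 genes per cell. Doublet removal by scDblFinder was not repeated, and Scrublet marked 29 cells (0.326%), so that it has not worked as a doublet filter here. Each condition had 1 library, so hypoxia was compared with normoxia within a line by sums of UMIs with exact conditional intervals and without a test, and shares of cells were given exact binomial 95% intervals. Intervals and limits from a count of 0 cover counting error only. The single test compared the 3 hypoxic with the 3 normoxic libraries in edgeR with the cell line as a block, over the 12609 genes with a total above 50. The time stamps of the tables give another date for the NTC libraries than for the KO libraries, whereas both libraries of a line share a date. It is not stated whether they mark the preparation of the libraries or only the computation, so a difference between NTC and a KO line cannot be told apart from a difference between dates.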

To corroborate the mRNA-FISH data, we next applied scRNA-seq to MCF-7 cells cultured *in vitro*. We first performed supervised UMAP analysis using an MCF-7-derived list of 70 hypoxia-inducible and HIF-dependent genes (Supplementary Fig. S9) on combined data comprising the two conditions (normoxia and hypoxia) and the three genotypes (NTC, HIF-1α KO, and HIF-2α KO). However, only limited clustering of these six original samples was obtained, resulting in two well-separated clusters, one consisting of hypoxic cells only and the other consisting of almost all normoxic cells plus some hypoxic cells (Fig. 4A). 

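On the HIF target genes of Supplementary Fig. S9, hypoxic NTC and HIF-2α KO cells gathered in a single cluster and hypoxic HIF-1α KO cells did not. Of the 70 genes, 65 had a matching gene, among them the HIF-1-dependent genes of glucose metabolism PDK1, LDHA, and ALDOC. The cells formed 8 clusters, of which 2 were hypoxic, meaning that over 50% of their cells came from hypoxic libraries after each library was given equal weight. The larger hypoxic cluster of 3133 cells held 97.4% of the hypoxic NTC cells, 89.7% of the hypoxic HIF-2α KO cells, and 9.41% of the hypoxic HIF-1α KO cells. The smaller hypoxic cluster of 947 cells held 36.5% of the hypoxic HIF-1α KO cells and was 61.3% hypoxic. The hypoxic clusters also contained 190 of the 1267 normoxic NTC cells (15.0%, interval 13.1% to 17.1%), 199 of the 1441 normoxic HIF-1α KO cells (13.8%, 12.1% to 15.7%), and 208 of the 1765 normoxic HIF-2α KO cells (11.8%, 10.3% to 13.4%), of which 77, 68, and 88 lay in the larger one. The largest of the 6 other clusters had 3602 cells and was 18.5% hypoxic. In a sample of 1267 cells per library, 39.5% of the 20 nearest neighbors of a cell came from its own library, ranging from 28.9% to 54.5% between libraries, where chance gives 16.7%. Cells of the same oxygen condition made up 81.1% of the neighbors. Hypoxic HIF-2α KO cells made up 38.9% of the neighbors of hypoxic NTC cells. Cells were normalized with SCTransform, and clusters were called on 19 principal components at a resolution of 0.1 without integration. With CCA integration, which the paper's methods name and which took up 44 of the genes, the hypoxic clusters held 56.5% of the normoxic NTC, 58.8% of the normoxic HIF-1α KO, and 66.6% of the normoxic HIF-2α KO cells, and 21.4% of the neighbors came from the same library and 56.1% from cells of the same oxygen condition. The clusters counted as hypoxic were then only 50.1% to 62.1% hypoxic and the only other cluster 40.9%, so the label hardly parts the oxygen conditions there.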

When these clusters were further analyzed for genotype, it became evident that the “hypoxic cluster” was mainly defined by HIF-1 target genes and that the hypoxic cells overlapping with the “normoxic cluster” were mainly HIF-1α KO cells, which is consistent with the predominance of HIF-1 in the hypoxia response. 

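Hypoxic cells outside the hypoxic clusters were mostly HIF-1α KO cells. They comprised 804 of 1487 hypoxic HIF-1α KO cells (54.1%, interval 51.5% to 56.6%), 28 of 1645 hypoxic NTC cells (1.70%, 1.13% to 2.45%), and 108 of 1291 hypoxic HIF-2α KO cells (8.37%, 6.91% to 10.0%). The 43 matched HIF-1-dependent genes of Supplementary Fig. S9 were summed per cell after thinning each cell to 3000 UMIs. The sum exceeded the 95th percentile of the normoxic cells of the same line in all 632 hypoxic NTC cells, in 98.9% of 541 hypoxic HIF-2α KO cells, and in 32.3% of 824 hypoxic HIF-1α KO cells. For the 22 matched HIF-2-dependent genes, this share was 18.9% in hypoxic HIF-1α KO, 8.70% in hypoxic NTC, and 2.40% in hypoxic HIF-2α KO cells. These sums are small whole numbers, and only 0.557%, 1.15%, and 0.685% of the normoxic cells of these lines, in that order, exceeded the same cut-off. Thinning left out 1013 hypoxic NTC, 663 hypoxic HIF-1α KO, and 750 hypoxic HIF-2α KO cells of lower depth. With all cells and UMIs per 10000, the shares were 99.9%, 23.2%, and 98.3% for the HIF-1-dependent genes in NTC, HIF-1α KO, and HIF-2α KO, and 19.4%, 36.7%, and 8.68% for the HIF-2-dependent genes. The authors chose both lists on these samples, so they are not independent evidence of a direction. The glycolytic genes ALDOC and LDHA, which encode aldolase C and lactate dehydrogenase A, were 2.84-fold and 2.23-fold higher in hypoxia in HIF-1α KO, 18.4-fold and 5.34-fold in NTC, and 25.9-fold and 4.46-fold in HIF-2α KO cells. Among hypoxic HIF-1α KO cells, the share outside was 68.8% under 2000 UMIs and 45.1% (169 of 375 cells) at 10000 UMIs or more. Among hypoxic NTC and HIF-2α KO cells under 2000 UMIs, 3.64% and 16.7% were outside. The HIF-1α KO share outside was 88.4% with log normalization, 86.8% at a resolution of 0.05, 63.4% with 15 principal components, and 30.8% with CCA integration, and it was the highest of the 3 lines in each of these settings. With CCA integration the other shares were 26.7% for NTC and 24.2% for HIF-2α KO, and with log normalization 30.8% and 38.5%. The cells outside with CCA integration all lay in a single cluster that was 40.9% hypoxic, so these shares say little about oxygen.

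**Figure D1:**
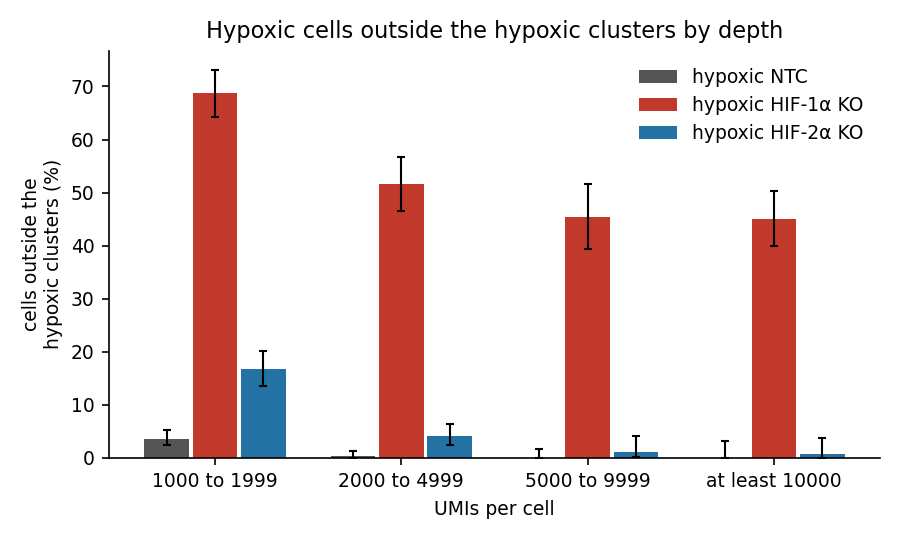
Percent of hypoxic cells outside the hypoxic clusters (y axis) by UMIs per cell (x axis) in hypoxic NTC, HIF-1α KO, and HIF-2α KO cells; bars are shares of the cells of a depth class and error bars exact binomial 95% intervals. The HIF-1α KO bars stay above 45% in every depth class, and the NTC and HIF-2α KO bars are highest under 2000 UMIs.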

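CA9 encodes the membrane-bound carbonic anhydrase CAIX, which regulates pH at the cell surface. The gene (ENSG00000107159) lies on chromosome 9 of GRCh38 from 35673928 to 35681159. It gave 0 UMIs in normoxic and 128 in hypoxic NTC cells, which is at least 38.6-fold higher against a floor of 3 counts. In HIF-2α KO cells, 1 UMI in normoxia and 255 in hypoxia gave a 682-fold ratio (interval 121 to 27041), and in HIF-1α KO cells, 2 and 21 UMIs gave a 6.20-fold ratio (1.51 to 54.5). CA9 rose over the 3 lines with a fitted log2 fold change of 7.85 (standard error 0.75, adjusted p = 4.91e-04 from edgeR's quasi-likelihood test) and was higher in 3 of 3 lines. SERPINE1 encodes PAI-1, an inhibitor of plasminogen activators, and lies on chromosome 7 from 101127104 to 101139247 (ENSG00000106366). Its UMIs were 0 in normoxic and 19 in hypoxic NTC cells (at least 5.73-fold higher), 0 and 54 in HIF-1α KO cells (at least 10.6-fold higher), and 2 and 1 in HIF-2α KO cells, where no ratio is given. Over the 3 lines its fitted log2 fold change was 4.44 (standard error 1.04, adjusted p = 0.0371 from the same test), with a mean normalized count of 10.8 (Fig. 4B required 350, which the paper states in TPM, another unit). The fitted fold changes of both genes depend on the prior count, because their normoxic counts were near 0. BNIP3, a mitophagy receptor and HIF-1 target, rose with a log2 fold change of 2.41 (standard error 0.59, adjusted p = 0.0451). Its log2 ratio was 3.62 (3.47 to 3.77) in NTC, 3.05 (2.94 to 3.17) in HIF-2α KO, and -0.09 (-0.29 to 0.11) in HIF-1α KO cells. EGFR, the epidermal growth factor receptor gene and a HIF-2 target, had a log2 ratio of 3.68 (3.23 to 4.17) in HIF-1α KO, 0.00 (-0.97 to 0.98) in NTC, and 0.49 (0.01 to 0.96) in HIF-2α KO cells. Over the 3 lines EGFR did not pass the test (log2 fold change 1.74, adjusted p = 0.107, and 9.94e-10 to 0.550 over the other settings). The housekeeping genes POLR2A, UBC, and RPL28 had log2 fold changes of 0.28, 0.35, and 0.25 and did not pass (adjusted p = 0.271, 0.172, and 0.349), though UBC passed without the HIF-1α KO line (adjusted p = 0.0180, and up to 0.623 over the other settings). Without the NTC line, SERPINE1 (adjusted p = 0.194) and BNIP3 (0.297) no longer passed, and BNIP3 did not pass without the HIF-2α KO line (0.239). Over all other settings, the adjusted p ranged from 9.41e-69 to 0.170 for CA9, from 2.29e-04 to 0.260 for SERPINE1 and from 3.25e-89 to 0.311 for BNIP3.

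**Figure D2:**
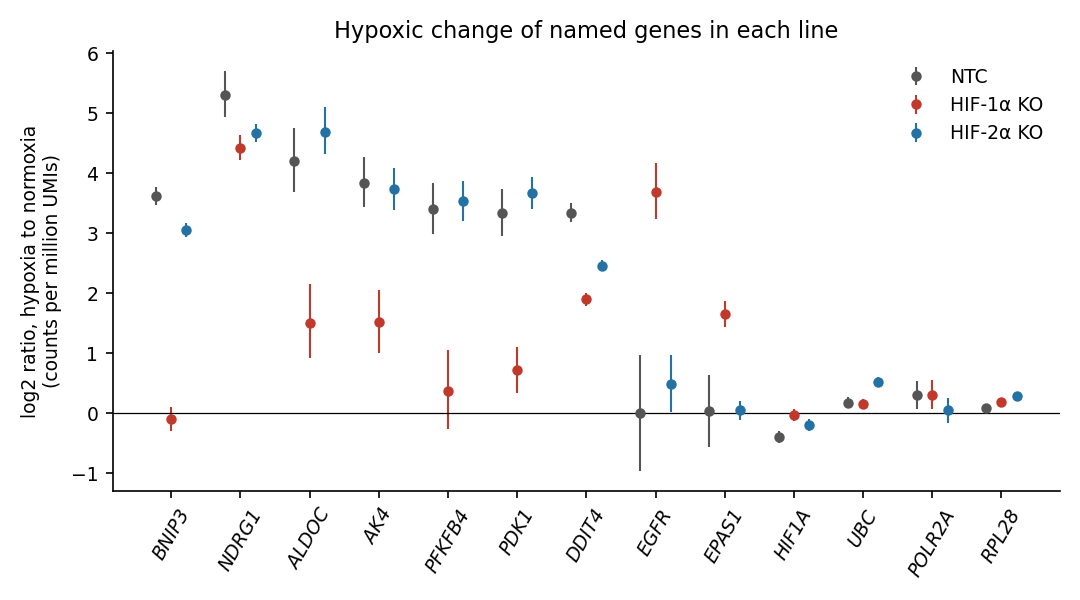
Log2 ratio of hypoxia to normoxia (y axis) of CPM for selected HIF targets and housekeeping genes (x axis) in NTC, HIF-1α KO, and HIF-2α KO cells. Points are ratios of 1 library to 1 library and lines 95% counting intervals. BNIP3 lies at 3.62 in NTC and -0.09 in HIF-1α KO cells, and EGFR at 3.68 in HIF-1α KO and 0.00 in NTC cells.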

While CAIX was confirmed to be a HIF-1-dependent target gene, PAI-1 mRNA was not among the top HIF target genes listed in Fig. 4B. Notably, subfractions of HIF-2- and HIF-1/2-dependent genes showed substantial hypoxic induction only in HIF-1α and HIF-1α-or-2α KO cells, respectively, but not in MCF-7 NTC cells (Fig. 4B), demonstrating that the apparent mutual inhibition between HIF-1 and HIF-2 affects only a specific set of their respective target genes.

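All 13 HIF-2-dependent genes of Fig. 4B were at least 2-fold higher in hypoxia in HIF-1α KO cells, with a median log2 ratio of 3.89. In NTC cells, 6 of these genes reached 50 UMIs in either library, and all 6 were at least 2-fold higher (median 2.39). The other 7, among them EGFR, PLAC8, and BIRC3, stayed under 50 UMIs in both NTC libraries, so the 6 do not stand for the whole list. EGFR had a log2 ratio of 0.00 in NTC and 3.68 in HIF-1α KO cells. In HIF-2α KO cells, 5 of 8 genes that reached 50 UMIs were at least 2-fold higher (median 1.34). ADM, which encodes the vasodilator adrenomedullin, had a log2 ratio of 5.08 in NTC, 3.31 in HIF-1α KO, and 2.48 in HIF-2α KO cells. PLAC8 had a log2 ratio of 4.54 (3.29 to 6.18) in HIF-1α KO and 1.25 (0.39 to 2.18) in NTC cells. For BIRC3, an inhibitor of apoptosis, the values were 2.79 (2.49 to 3.10) in HIF-1α KO and -0.47 (-2.01 to 1.03) in NTC cells, where it gave 10 and 8 UMIs. Of the HIF-1/2-(in)dependent genes, 19 of 19 measured were at least 2-fold higher in HIF-1α KO (median 3.76) and in HIF-2α KO cells (median 3.28), and 12 of 15 in NTC cells (median 3.09). The other 3 measured in NTC cells were EGR1, HES1, and DUSP1, with log2 ratios of 0.72, 0.41, and -0.53, of which DUSP1 is named here only after its values were seen. Their log2 ratios were 5.53, 2.45, and 3.65 in HIF-1α KO and 4.32, 2.56, and 3.44 in HIF-2α KO cells. EGR1 and DUSP1 are immediate early genes, which respond to growth factors and stress within minutes, and 7 of the matched genes of Fig. 4B belong to this class. Of 20 immediate early genes listed before the data were examined, 17 of 19 measured were at least 2-fold higher in HIF-1α KO (median 1.97), 16 of 19 in HIF-2α KO (median 1.43), and 2 of 14 in NTC cells (median 0.43). NR4A1, a nuclear receptor of this class, was 16.6-fold, 25.9-fold, and 1.63-fold higher in that order. The HIF-1-dependent genes of Fig. 4B were at least 2-fold higher in 19 of 19 measured in NTC (median 3.23), 19 of 19 in HIF-2α KO (median 2.69), and 9 of 16 in HIF-1α KO cells (median 1.02). The genes of Fig. 4B were chosen on these samples and are not independent evidence of a direction. The differences between lines were not tested, and NTC differs from both KO lines in the date of its tables.

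**Figure D3:**
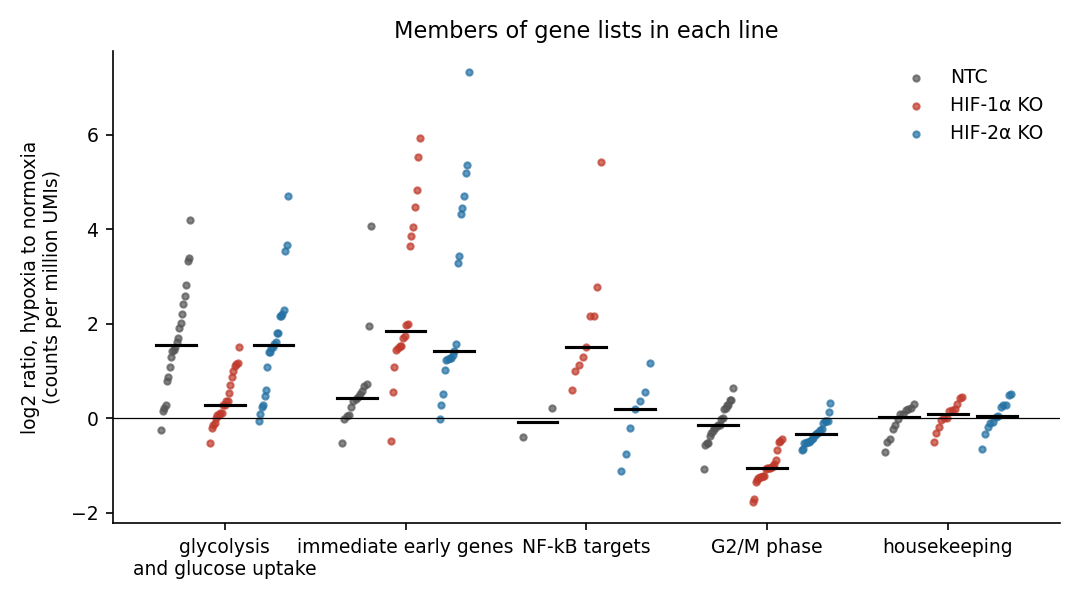
Log2 ratio of hypoxia to normoxia (y axis) of the members of 5 gene lists (x axis) in NTC, HIF-1α KO, and HIF-2α KO cells; each dot is a gene and each black bar the median, and genes with 0 UMIs in a library have no dot. The immediate early genes have medians of 0.43, 1.97, and 1.43 in NTC, HIF-1α KO, and HIF-2α KO cells, and the housekeeping medians lie near 0.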

**Figure 4.**
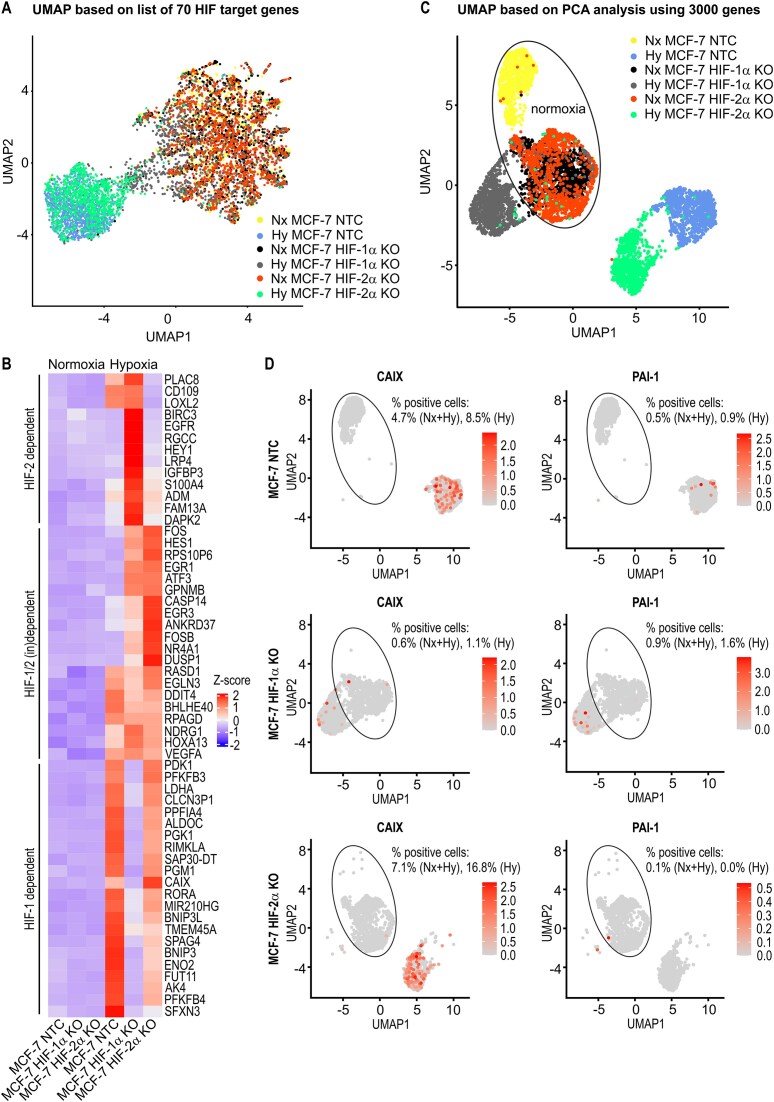
scRNA-seq of MCF-7 cells. MCF-7 NTC clone A4 and HIF-1α KO clone A3 or HIF-2α KO clone 2C4 cells were exposed to normoxia (Nx) or hypoxia (Hy) for 48 h, and subjected to scRNA-seq. (**A**) UMAP plot generated by supervised clustering of scRNA-seq data derived from 6482 cells on the basis of the list of 70 HIF isoform-specific target genes shown in Supplementary Fig. S9. Oxygenation and the different cell lines are marked by the indicated colors. (**B**). Heat map depicting the expression of the 55 top hypoxically upregulated genes with log_2_ (fold change) > 2 and minimal expression > 350 TPM. Genes are grouped according to their regulation by the specific HIFα isoforms. (**C**) UMAP plot generated by unsupervised clustering of the same scRNA-seq data on the basis of the 3000 most strongly expressed genes. (**D**) UMAP plots grouped by the indicated cell lines. The color code represents the log_2_ of the TPM. The percentages of cells positive for CAIX or PAI-1, as calculated for normoxic and hypoxic (Nx + Hy) or only hypoxic (Hy) cells, are provided. A cell containing at least one corresponding sequence read was considered positive.

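Over the 3 lines, 446 of 12609 genes rose in hypoxia and 190 fell at an adjusted p under 0.05 in edgeR. NDRG1, a stress-responsive gene used as a marker of hypoxia, rose with the smallest adjusted p of all genes, at a log2 fold change of 4.83 (standard error 0.19, adjusted p = 1.31e-06). The transcription factor gene FOS rose with 5.22 (standard error 0.28, adjusted p = 7.80e-06), and CASP14, a caspase gene of keratinocyte differentiation, with 6.81 (standard error 0.54, adjusted p = 2.71e-04). All 3 were higher in 3 of 3 lines. Among the falls, the receptor tyrosine kinase gene RET, an estrogen-regulated gene in MCF-7 cells, had a log2 fold change of -1.42 (standard error 0.17, adjusted p = 0.00198) and ratios of -1.32, -1.84, and -1.26 in NTC, HIF-1α KO, and HIF-2α KO cells. The nuclear receptor gene NR5A2 fell by 1.78 on the log2 scale (adjusted p = 0.00529) and the adenylyl cyclase gene ADCY5 by 1.32 (adjusted p = 0.00416). Of 22 tested genes of glycolysis and glucose uptake, 12 rose and none fell (17 adjusted over the list alone), with a camera adjusted p = 8.12e-23 and an adjusted p = 0.350 with an estimated correlation. ALDOC, PDK1, and PFKFB4 had log2 fold changes of 3.83, 2.74, and 2.86, and the adenylate kinase gene AK4, which is not in this list, had 3.26. Of 12 genes of angiogenic and secreted factors, 10 rose (11 adjusted over the list alone), among them VEGFA with 2.45 and IGFBP3 with 2.69 (camera adjusted p = 2.18e-21, adjusted p = 0.125 with an estimated correlation). Of 19 immediate early genes, 17 rose (18 adjusted over the list alone; camera adjusted p = 3.33e-38, adjusted p = 0.310 with an estimated correlation). Of 10 genes of mitophagy and cell survival, 5 rose (6 adjusted over the list alone), with DDIT4 at 2.62 and BNIP3L at 2.26 (camera adjusted p = 9.21e-18, adjusted p = 0.125 with an estimated correlation). Of 8 genes of collagen and matrix modification, 6 rose (7 adjusted over the list alone), with the collagen prolyl hydroxylase P4HA1 at 1.90 (camera adjusted p = 3.77e-16, adjusted p = 0.125 with an estimated correlation). Leaving out 1 line changed the number of rises to between 6 and 19 for glycolysis, 5 and 9 for angiogenic factors, 8 and 18 for immediate early genes, 4 and 5 for mitophagy, and 3 and 6 for collagen. In all, 18 of 25 lists fixed before the data were examined passed camera with its preset correlation and 0 passed with an estimated correlation. With the estimate, camera also rests on the few residual degrees of freedom of the fit. For oxygen sensing, angiogenic factors, and collagen, the estimated correlation was small (-0.0075, 0.0061, and -0.018), yet the camera adjusted p became 0.125 for each. Correlation between genes therefore does not account for the loss of these lists. With fry, 4 of 25 passed, namely oxygen sensing, angiogenic factors, mitophagy, and collagen (adjusted p = 0.0459 for each), and glycolysis (0.196) and the immediate early genes (0.183) did not. The log2 fold change exceeded 2 and the mean normalized count 350 (the paper states this mean in TPM) for 13 genes, namely BNIP3, BNIP3L, DDIT4, DUSP1, EGLN3, EGR1, FOS, FUT11, IGFBP3, NDRG1, PDK1, PFKFB3, and VEGFA. Of the 51 matched genes of Fig. 4B, all 51 were higher in hypoxia, 47 passed the test, 43 exceeded the fold change, and 17 exceeded the mean count. Without the NTC line, 165 genes rose and 10 fell, without the HIF-1α KO line 987 and 760, and without the HIF-2α KO line 183 and 27. Without the cell line as replicate block, 6 rose and 0 fell (760 and 534 at an unadjusted p under 0.05 in edgeR). DESeq2 without the block, chosen after seeing the data, gave 200 and 47 at an adjusted p under 0.05.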

In contrast, unsupervised UMAP analysis, which is based on PCA with the 3000 most strongly expressed genes, distinguished well between normoxic and hypoxic conditions and rederived the original six samples, except for an overlap between the normoxic HIF-1α and HIF-2α KO samples (Fig. 4C). 

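On the 3000 genes with the most UMIs and without integration, cells were sorted by library, apart from the normoxic KO lines, which shared a cluster. That cluster held 1292 of 1441 normoxic HIF-1α KO cells (89.7%) and 1502 of 1765 normoxic HIF-2α KO cells (85.1%). Of the 5 other clusters, 4 each held most cells of a single library. These were 1626 hypoxic NTC cells (98.8% of the library), 1287 hypoxic HIF-1α KO cells (86.5%), 1196 hypoxic HIF-2α KO cells (92.6%), and 1156 normoxic NTC cells (91.2%). A mixed cluster of 664 cells with a median of 1897 UMIs held cells of every library except hypoxic NTC. Of the nearest neighbors of a cell, 89.8% came from its own library (80.7% to 96.3% between libraries) and 96.7% from cells of the same oxygen condition. Normoxic HIF-1α KO cells drew 13.5% of their neighbors from normoxic HIF-2α KO cells, which drew 13.7% from normoxic HIF-1α KO cells. The sums per library gave the same order of distances. In normoxia, 184 of 9072 genes with at least 200 UMIs (2.03%) differed at least 2-fold between the KO lines, against 325 of 6634 (4.90%) between NTC and HIF-1α KO and 439 of 9065 (4.84%) between NTC and HIF-2α KO cells. In hypoxia, the shares were 10.3% between NTC and HIF-1α KO, 5.77% between the KO lines, and 3.83% between NTC and HIF-2α KO cells. The separation of NTC from the KO lines coincides with the dates of the tables. On the 3000 most variable genes instead, a single cluster held 1633 hypoxic NTC cells (99.3%) and 1246 hypoxic HIF-2α KO cells (96.5%). With CCA integration across the 6 libraries, 22.4% of the neighbors came from the same library and 51.8% from cells of the same oxygen condition. A single cluster then held 77.6% to 81.9% of the cells of each library.

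**Figure D4:**
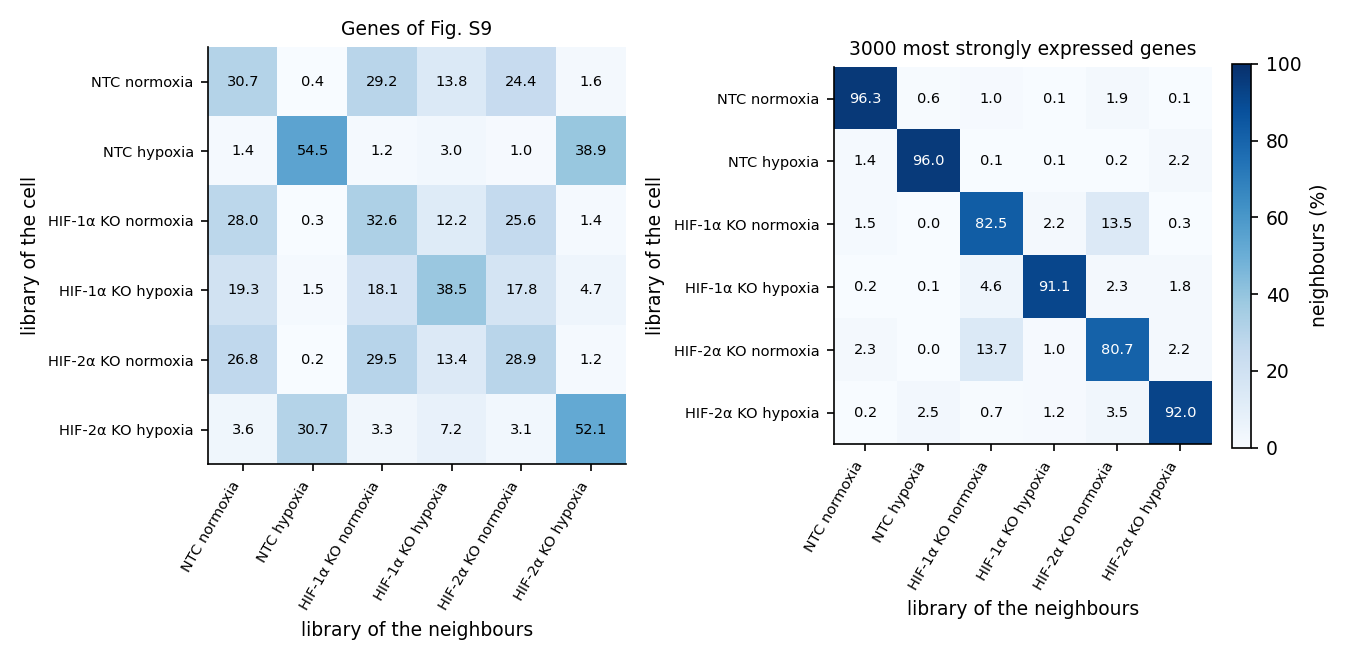
Percent of the 20 nearest neighbors (color scale) that come from each library (columns) for the cells of each library (rows), on the matched genes of Supplementary Fig. S9 (left) and on the 3000 genes with the most UMIs (right). The diagonal averages 39.5% on the left and 89.8% on the right, and the normoxic KO lines share neighbors on both sides.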

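Cells with a UMI of CA9 or SERPINE1 came almost entirely from hypoxic libraries. CA9 was detected in 92 of 1645 hypoxic NTC cells (5.59%, interval 4.53% to 6.82%), in 153 of 1291 hypoxic HIF-2α KO cells (11.9%, 10.1% to 13.7%), and in 15 of 1487 hypoxic HIF-1α KO cells (1.01%, 0.566% to 1.66%). Normoxic libraries, which show the background, gave 0 CA9-positive cells of 1267 in NTC, which allows a share of up to 0.237%, 1 of 1441 in HIF-1α KO, and 1 of 1765 in HIF-2α KO. SERPINE1 was detected in 19 hypoxic HIF-1α KO cells (1.28%, 0.771% to 1.99%), in 14 hypoxic NTC cells (0.851%, 0.466% to 1.42%), and in 1 hypoxic HIF-2α KO cell (0.0775%). Its background was 0 cells in normoxic NTC, 0 in normoxic HIF-1α KO, and 2 in normoxic HIF-2α KO cells. A single hypoxic HIF-1α KO cell held 14 SERPINE1 UMIs. The hypoxic medians of 2286 (NTC), 3684 (HIF-1α KO), and 2460 UMIs per cell (HIF-2α KO) stood against normoxic medians of 2286, 2228, and 2961, so depth did not favor the hypoxic HIF-2α KO library over its normoxic pair. Thinned to 3000 UMIs, CA9 was found in 10.9% of 541 hypoxic HIF-2α KO and 0.364% of 824 hypoxic HIF-1α KO cells, and SERPINE1 in 0.971% of the latter. In 1 hypoxic NTC cell both genes were detected, where 0.783 cells are expected from their shares without regard to depth.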

In the cell line-specific UMAP plots, CAIX- and PAI-1-positive cells almost exclusively appeared in the hypoxic MCF-7 NTC cell cluster as well as in the HIF-2α and HIF-1α KO clusters, respectively (Fig. 4D). 

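Among hypoxic NTC cells, the share with a CA9 UMI increased with the depth of the cell. It was 2.80% (20 of 714 cells) under 2000 UMIs, 5.08% (30 of 590) from 2000 to under 5000 UMIs, 10.9% (25 of 229) from 5000 to under 10000 UMIs, and 15.2% (17 of 112, interval 9.10% to 23.2%) at 10000 UMIs or more. In hypoxic HIF-2α KO cells, the same depth classes gave 4.85%, 7.84%, 23.7%, and 35.4%. CA9-positive hypoxic NTC cells had a median of 4732 UMIs and CA9-negative cells 2220 UMIs. No hypoxic NTC cell held more than 5 CA9 UMIs, and 24 cells (1.46%) held at least 2. Spread over the cells by depth alone, the 128 CA9 UMIs would reach 7.22% of cells (6.87% to 7.54%), and the 19 SERPINE1 UMIs 1.14%. At 3000 UMIs per cell, 33 of 632 hypoxic NTC cells (5.22%, 3.62% to 7.26%) were positive for CA9 and 4 (0.633%) for SERPINE1, with the 1013 cells of lower depth left out.

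**Figure D5:**
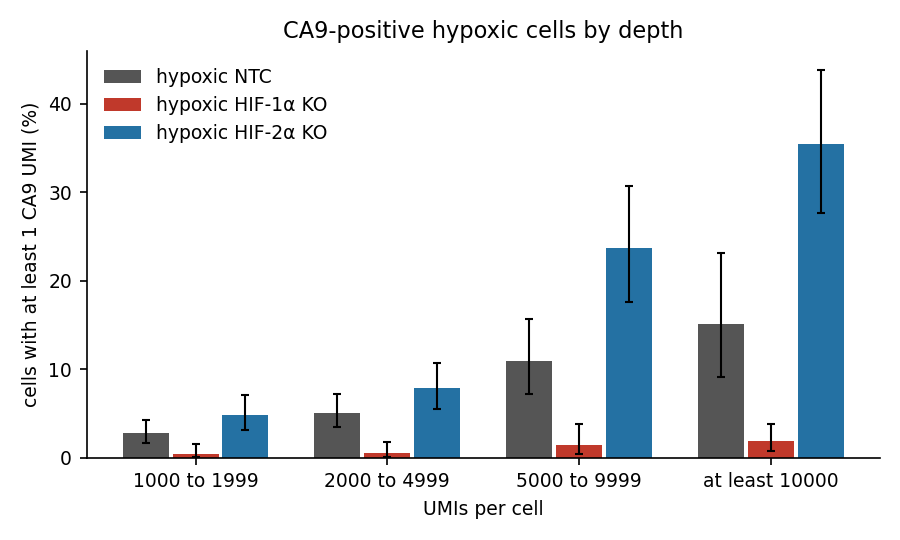
Percent of hypoxic cells with at least 1 CA9 UMI (y axis) by UMIs per cell (x axis) in hypoxic NTC, HIF-1α KO, and HIF-2α KO cells; bars are shares of the cells of a depth class and error bars exact binomial 95% intervals. The NTC bars go from 2.80% to 15.2% and the HIF-2α KO bars from 4.85% to 35.4%.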

With 91.5% and 99.1% of all hypoxic MCF-7 NTC cells being negative for CAIX and PAI-1, respectively, the sc-heterogeneity appeared even more dramatic than that based on the results of the mRNA-FISH analyses shown in Fig. 2. When mRNA-FISH was used, only 4.6% and 89.8% of hypoxic MCF-7 NTC cells were negative for CAIX and PAI-1, respectively (Supplementary Fig. S5A), demonstrating that the low sensitivity of scRNA-seq limits such sc-heterogeneity analyses.

Overall, our data suggest that any tumor analysis solely based on a limited set of HIF target genes, as conventionally performed by immunohistochemistry of tumor biopsies, might not be sufficient to reliably identify cancer cells with a hypoxic signature. While scRNA-seq might be superior in identifying such cells, its low sensitivity leads to an inadequate reflection of the actual sc-heterogeneity.

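In hypoxic NTC cells, sums over several HIF-1 target genes exceeded the normoxic 95th percentile in nearly every cell. Single HIF target genes were detected, with a UMI or more, in part of the cells. The single-gene shares include cells under 3000 UMIs, which the thinned sums leave out, so these measures are not on equal terms. Over all cells per 10000 UMIs, the sum of the glycolysis genes still exceeded the normoxic percentile of that scale in 99.8% of hypoxic NTC cells. BNIP3 was detected in 83.3% of hypoxic and 21.1% of normoxic NTC cells, and NDRG1 in 62.7% and 4.34%. For HIF-2α KO cells, these shares were 66.4% and 26.9% for BNIP3 and 77.2% and 15.1% for NDRG1, and for HIF-1α KO cells 22.4% and 17.6% for BNIP3 and 82.4% and 10.3% for NDRG1. The UMIs of 23 genes of glycolysis and glucose uptake, summed at 3000 UMIs per cell, had a median of 16 in normoxic and 51 in hypoxic NTC cells, 14 and 43 in HIF-2α KO cells, and 13 and 19 in HIF-1α KO cells. The sum lay above the normoxic 95th percentile in 99.5% of hypoxic NTC, 98.7% of hypoxic HIF-2α KO, and 29.0% of hypoxic HIF-1α KO cells. For the HIF-1-dependent genes of Fig. 4B, these shares were 99.7%, 98.0%, and 30.0%. For the HIF-1/2-(in)dependent genes, they were 67.1% in NTC, 93.3% in HIF-2α KO, and 91.3% in HIF-1α KO cells, and for the HIF-2-dependent genes 26.9%, 9.06%, and 53.6%. The thinned sums of the HIF-2-dependent genes are small whole numbers, so their cut-off was 0 UMIs in NTC and 1 UMI in both KO lines. Their shares are therefore not comparable between lines. Without a cut-off, a hypoxic cell had the larger sum (ties shared evenly) in 61.1% of pairs in NTC and in HIF-2α KO cells. In HIF-1α KO cells this was 84.1%. Over all cells per 10000 UMIs the shares were 23.8%, 15.6%, and 55.5%, against unlike cut-offs of 1.18, 4.08, and 4.31. CA9 was found together with BNIP3 in 83 hypoxic NTC cells, where 76.6 are expected from their shares. This expectation takes no account of depth. With values scaled by depth, their Spearman coefficient across hypoxic NTC cells was -0.009 at full depth and 0.008 thinned to 3000 UMIs. The excess is therefore not read as joint expression. The lists of Fig. 4B were chosen on these samples. From the larger share of CAIX- and PAI-1-negative cells in scRNA-seq than in mRNA-FISH, the paper concludes that the low sensitivity of scRNA-seq limits analyses of sc-heterogeneity. It proposes that a limited set of HIF target genes might not be sufficient to identify hypoxic cancer cells and that scRNA-seq, although it might be superior in identifying them, reflects their sc-heterogeneity inadequately.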

### Widespread sc-heterogeneity of the HIF response in cancer cell lines

To consolidate our findings, we analyzed BNIP3 and EGFR, two alternative target genes of HIF-1 and HIF-2, respectively, which are relevant to cancer biology (Supplementary Fig. S8B). In hypoxic MCF-7 NTC cells, BNIP3 and EGFR also exhibited considerably high sc-heterogeneities (Supplementary Fig. S8C), clearly over the housekeeping control of h_i_ = 0.32–0.35 (Fig. 1E). Not only the correlations with their corresponding regulatory HIFα isoforms (Supplementary Fig. S8D) but even the correlations among the respective HIF-1 and HIF-2 target gene pairs BNIP3/CAIX and EGFR/PAI-1 (Supplementary Fig. S8E) remained below the housekeeping control of *ρ* ∼ 0.5 (Fig. 3B). As expected, there were no or even negative correlations between the nonrelated target gene pairs BNIP3/PAI-1, EGFR/CAIX, and BNIP3/EGFR (Supplementary Figs S7B and S8E).

We then investigated whether the high sc-heterogeneity of the HIF pathway in MCF-7 cells is a general phenomenon. Therefore, additional cancer cell lines (Hep3B hepatoma, U2OS osteosarcoma, and MDA-MB-231 triple-negative breast adenocarcinoma) were exposed to hypoxia and analyzed as earlier. As exemplified for Hep3B cells, hepatocellular carcinoma cells also strongly induced CAIX and PAI-1 under hypoxia (Fig. 5A). While the sc-heterogeneity of HIF-1α was similar, the sc-distributions of CAIX, HIF-2α, and PAI-1 mRNAs were less heterogeneous in Hep3B cells than in MCF-7 cells (Fig. 5B). With an average of 20.6% and 3.1% of all cells contributing to 50% of the total CAIX and PAI-1 mRNAs, respectively, Hep3B cells also showed considerable sc-heterogeneity in the HIF response (Fig. 5C). Consistent with the decreased sc-heterogeneity, the HIF-1α/CAIX and HIF-2α/PAI-1 mRNA sc-correlations were greater than those in MCF-7 cells and approached the MCF-7 housekeeping control of *ρ* ∼ 0.5 (Fig. 5D).

**Figure 5.**
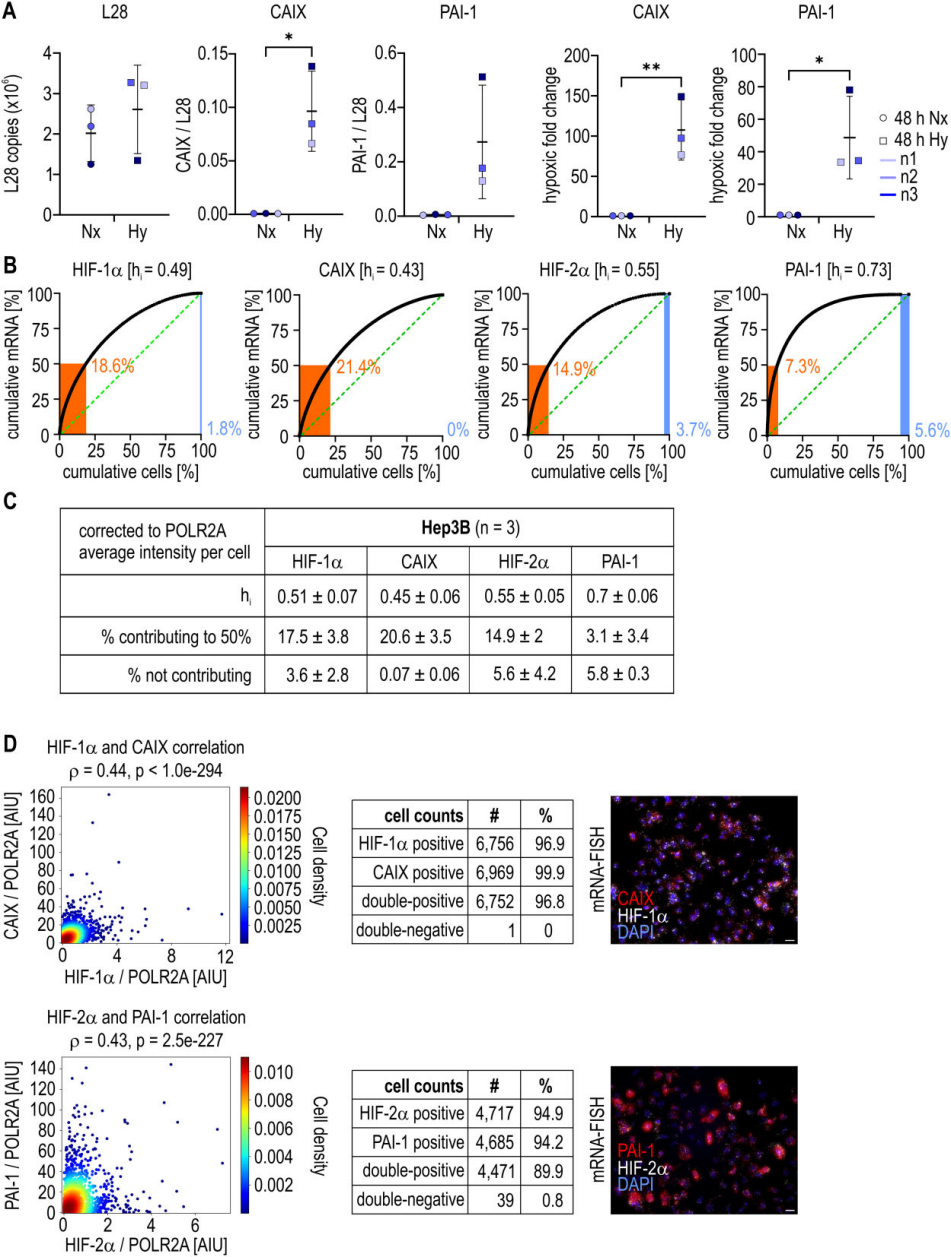
sc-Heterogeneity of the HIF response in Hep3B cells. Hep3B cells were exposed to normoxia (Nx) or hypoxia (Hy) for 48 h. (**A**) Batch transcript levels were quantified by RT-qPCR, divided by the corresponding levels of the ribosomal protein L28 mRNA, and normalized to the normoxic controls. The mean values ± SD of *n* = 3 independent experiments are shown. Unpaired *t*-test was used to statistically evaluate differences compared with the normoxic controls. *P< .05; **P< .01. (**B**, **C**) sc-Transcript levels were analyzed by mRNA-FISH and the data are displayed in representative histogram charts as outlined in Fig. 1. (B) and in a table containing assembled data (C). (**D**) Scatter plots of the sc-correlation analyses performed as in Fig. 3. Exemplary fluorescence microscopy images are shown (scale bars = 20 μm), and the number (#) and percentage (%) of cells with the indicated mRNAs over or below the detection limit are listed.

Whereas CAIX mRNA was strongly induced by hypoxia in U2OS cells, PAI-1 induction was not significant (Supplementary Fig. S10A). Nevertheless, mRNA sc-heterogeneity was analyzed and, compared with that in MCF-7 cells, was found to be similarly high for HIF-1α and high for HIF-2α but decreased for CAIX and PAI-1 (Supplementary Fig. S10B). With an average of 29.1% and 11.1% of all cells contributing to 50% of the total CAIX and PAI-1, respectively, U2OS cells presented the least sc-heterogeneity of these mRNAs among all the cell lines analyzed (Supplementary Fig. S10C). In line with the low sc-heterogeneity of CAIX and the absence of hypoxic induction of PAI-1 (suggesting that PAI-1 is not a HIF-2 target gene in this cell line), HIF-1α/CAIX mRNA levels correlated at the sc-level, whereas HIF-2α/PAI-1 did not (Supplementary Fig. S10D).

Like MCF-7 and Hep3B cells, MDA-MB-231 cells also strongly induced CAIX and PAI-1 under hypoxia (Supplementary Fig. S11A). While the sc-distribution of HIF-1α/CAIX mRNAs was slightly more heterogeneous than that in MCF-7 cells, HIF-2α/PAI-1 sc-heterogeneity was decreased (Supplementary Fig. S11B). However, with average h_i_ indices of 0.64 and 0.66, respectively, and an average of 11.4% and 9.7% of all cells contributing to 50% of total CAIX and PAI-1 mRNAs, respectively, the sc-heterogeneity of the HIF response was also considerably high in the MDA-MB-231 cells (Supplementary Fig. S11C). Like in MCF-7 cells, the HIF-1α/CAIX and HIF-2α/PAI-1 mRNA levels did not correlate at the sc-level (Supplementary Fig. S11D).

In summary, these results support the conclusion that in cancer cells, the response of HIF-mediated target genes to hypoxia clearly shows greater sc-heterogeneity than that of housekeeping control genes, which is more pronounced for HIF-2 target genes than for HIF-1 target genes.

### sc-Correlation between nuclear HIF-1α but not HIF-2α proteins and their target mRNAs

The lack of correlation between the HIFα isoform mRNA levels and the corresponding target gene mRNA levels might at least partially be explained by a discordance between the sc-levels of HIFα mRNA and nuclear protein. Therefore, we first analyzed whether there was any hypoxic costabilization of the HIF-1α and HIF-2α proteins in the same cell. This question has not yet been systematically addressed at the sc-level because of the lack of sc-detection techniques covering the entire proteome as well as major difficulties in detecting HIF-2α. We hence established sequential IF for the detection of HIF-1α and HIF-2α. Consistent with the immunoblotting results (Supplementary Fig. S1C), we detected HIF-2α immunoreactivity not only in hypoxic but also in normoxic and HIF-2α KO cells, albeit exclusively in the extranuclear space (Supplementary Fig. S12A). While we and others previously reported on extranuclear HIF-2α, including in breast cancer tissues [26, 31–34], we cannot formally rule out that these are unspecific signals. Thus, we quantified only nuclear HIFα signals because only nuclear proteins are relevant for the transcription of target genes.

While nuclear HIF-2α-positive cells were much rarer than nuclear HIF-1α-positive cells, they almost completely overlapped at the sc-level. However, there was no sc-correlation between HIF-1α and HIF-2α nuclear protein levels. For comparison, a strong sc-correlation between the two housekeeping proteins α-tubulin and structural maintenance of chromosomes protein 1A (SMC1A) was detected (Fig. 6A and Supplementary Fig. S12B). In contrast to the similar housekeeping-like sc-heterogeneities of the HIF-1α protein and mRNA, those of the HIF-2α protein-h_i_ were even greater than those of the mRNA-h_i_, with only 1.1% of all cells contributing to 50% of the total protein (Fig. 6B). As expected, the nuclear HIF-1α protein levels correlated well with its mRNA levels, but the nuclear HIF-2α protein levels did not correlate with its mRNA levels; however, the protein-positive cells fully overlapped with the corresponding mRNA-positive cells (Fig. 6C and Supplementary Fig. S12C).

**Figure 6.**
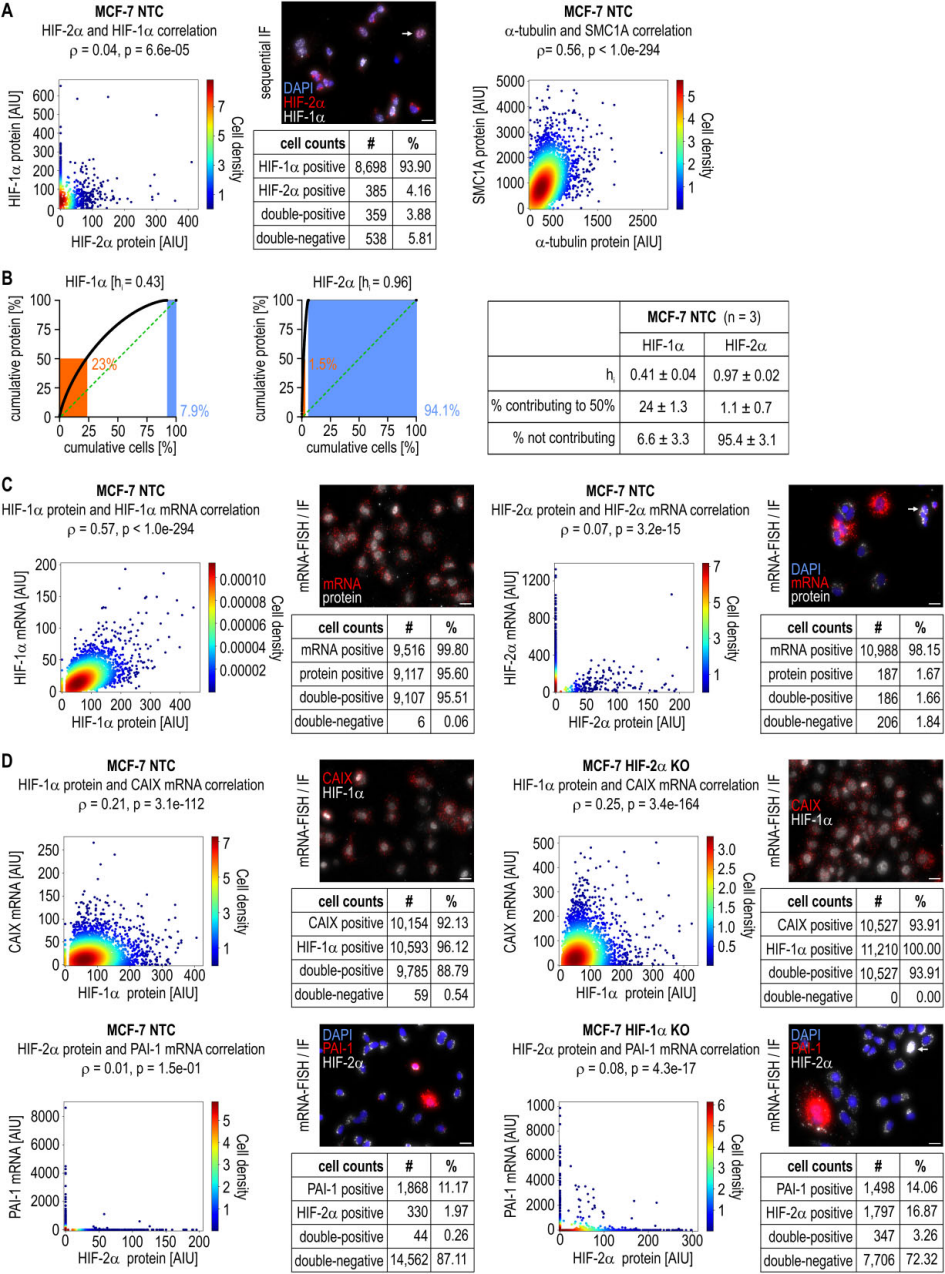
Combined mRNA and protein sc-analyses. MCF-7 NTC clone A4 and HIF-1α KO clone A3 or HIF-2α KO clone 2C4 cells were exposed to hypoxia for 48 h, fixed, and subjected to sequential IF (**A**, **B**) or mRNA-FISH followed by IF (**C**, **D**). (A, C, D) Scatter plots of the sc-correlation analyses performed as in Fig. 3, together with representative fluorescence images (scale bars = 20 μm) and tables containing assembled data. The raw fluorescence intensities of the indicated mRNAs and proteins are shown. Arrows point to cells with nuclear HIF-2α protein. (B) Representative charts and a table containing assembled data of HIF-1α and HIF-2α protein sc-heterogeneities.

Comparing the nuclear HIFα protein levels with their corresponding target gene mRNA levels, there was indeed a stronger correlation between the HIF-1α protein level and CAIX mRNA level than between the HIF-1α mRNA level and CAIX mRNA level in both MCF-7 NTC and HIF-2α KO cells. Unexpectedly, both the overlap of positive cells and the HIF-2α protein and PAI-1 mRNA correlations were even worse than the overlap and correlation between HIF-2α mRNA and PAI-1 mRNA in both MCF-7 NTC and HIF-2α KO cells (Fig. 6D and Supplementary Fig. S12D). These results were confirmed via the additional HIF-1 and HIF-2 target genes BNIP3 and EGFR, respectively. The vast majority of EGFR mRNA-positive cells were negative for nuclear HIF-2α protein, and the correlation between their levels was worse than the mRNA-mRNA correlation (Supplementary Fig. S12E).

## Discussion

While modern sc-sequencing techniques (scDNA-seq, scRNA-seq, and scATAC-seq) have provided a wealth of unprecedented information on tumor transcriptional and genetic sc-heterogeneity in recent years, the underlying mechanisms are more difficult to elucidate. “Hypoxia” is a feature that commonly arises from computer-based analyses of scRNA-seq data and is among the top differentially activated pathways in cancer tissues [35–37]. Considering the many causes of imbalanced tumor oxygenation (abnormal tumor vascularization and perfusion) and oxygen consumption (inflammation, dysregulated proliferation, and metabolic hyper- or hypoactivity), it seems obvious that tumor microenvironmental heterogeneity is responsible for the differential activation of the hypoxia pathway. However, we first noticed sc-heterogeneity in the hypoxic expression of the gene encoding erythropoietin (*Epo*; a HIF-2-specific target gene) when we observed an unexpected partial lack of Epo in otherwise Epo-capable cells in the kidneys of Epo-reporter mice [38–40]. This pattern resembled stochastic “on-off” transcription and probably contributed to the loss of Epo expression in immortalized cell lines derived from these mice [38, 41], demonstrating that it is not only the tissue pO_2_ that affects Epo expression. Herein, we have shown that there is also a considerable degree of intrinsic transcriptional sc-heterogeneity in the HIF pathway in commonly used cancer cell lines, suggesting that strong sc-heterogeneity is a common feature of the HIF response.

We reasoned that the expression of especially HIF-2-dependent genes, which are hypoxically induced in a small subfraction of all nonclonal cells, would be completely lost following cloning because the probability of deriving clones from exactly those few positive cells is negligible. Surprisingly, all clones that we analyzed maintained a similar (small) sc-frequency of HIF-2α mRNA and target gene induction, suggesting “inheritance” of intrinsic sc-heterogeneity. One potential explanation for this unexpected result might be the well-known but poorly characterized mutual inhibition between HIF-1α and HIF-2α [11, 27]. However, while HIF-2α mRNA and its target genes were indeed increased in HIF-1α knockdown and KO cells, they still showed strong sc-heterogeneity. Another explanation might be that some HIF target genes display high transcriptional burst frequencies, which are known to cause sc-variability [42]. These bursts are encoded mainly by enhancers [43, 44], and the hypoxia response element might hence affect burst frequency [45]. Unfortunately, with the techniques applied in our work, longitudinal sc-quantification of gene expression in the same cell was not possible. Therefore, we theoretically may have missed the proper time point of expression of specific genes in the majority of single cells.

Technically, we focused on mRNA-FISH rather than scRNA-seq because of the higher sensitivity and throughput when analyzing single gene products in a large number of cells. Furthermore, our scRNA-seq data demonstrated that supervised UMAP approaches based on known HIF target genes fail to cluster cells derived from well (normoxic) and poorly (hypoxic) oxygenated environments. Owing to the supposedly low complexity of a clonal cell line with only two environmental states (normoxia and hypoxia) and three genetic states (WT, HIF-1α, and HIF-2α KO), we initially assumed that this UMAP approach would recapitulate the global relationship between these cell states. However, consistent with the known failure of UMAP and other dimension reduction algorithms in recapitulating global states [46], proper clustering was obtained only following PCA using 3000 expressed transcripts. These results support the notion that the sc-heterogeneity of HIF target gene expression prevents the unambiguous identification of hypoxic cancer cells in tumor samples.

Considering that batch mRNA levels of HIFα and its target genes typically correlate in tumor samples, the low to nonexistent correlation between the sc-levels of the mRNAs of the HIFα isoforms and the corresponding target genes was an unexpected finding, indicating that in cancerous tissues scRNA-seq-based correlation analyses between HIFs and genes of interest are not necessarily suitable for identifying novel HIF target genes. A likely explanation might be that the nuclear HIFα protein levels (responsible for transactivation activity) are not in phase with the HIFα mRNA levels. In support of this hypothesis, we and others have previously shown that HIF-mediated PHD2 and PHD3 transactivation in turn decreases HIFα protein stability and hence HIF transcriptional activity even under ongoing hypoxic conditions [47–50]. Furthermore, HIF-1α (HIF-2α was not analyzed) shows a lactate-driven oscillatory expression pattern in hypoxic cancer cells, which predicts low survival of breast cancer patients [51, 52]. HIF-1α was also found to transiently increase during the G1 phase of the cell cycle [53]. In the present study, we found a clear correlation between HIF-1α mRNA and nuclear protein levels, but there was no such correlation between HIF-2α mRNA and nuclear protein levels. While this discordance could explain the lack of HIF-2α/target mRNA–mRNA correlation, the actual HIF-2α/target protein-mRNA correlation was even worse. In conclusion, we have no explanation for the unexpectedly strong sc-heterogeneity of the HIF pathway. We may only speculate on the sc-heterogeneity of additional (unknown) regulatory factors involved in HIF target gene expression, but this would still not explain the underlying mechanism. Another possibility may be very high turnover rates of HIFα protein stability and/or on/off kinetics of target gene DNA binding [54], which cannot be resolved by single time-point analyses such as those used in our study.

Because of their aberrant expression in hypoxic solid tumors, HIFs and their downstream genes are interesting targets for tumor therapy [55, 56]. Currently, there is only one drug that directly targets the HIFα subunit in clinical use: the HIF-2 dimerization inhibitor belzutifan, which is used to treat HIF-2 prevalent VHL-deficient clear cell renal cell carcinoma [57]. While this specific cancer type might be a notable exception, on the basis of our data, most cancer types appear to possess intrinsic HIFα isoform sc-heterogeneity, implying that either an unspecific HIF heterodimerization inhibitor or a combination therapy targeting both HIF-1 and HIF-2 will be necessary to successfully treat hypoxic tumor cells. Owing to their remarkable sc-heterogeneities, targeting HIF downstream genes may be of limited efficiency, even in HIFα-positive cancer cells.

## Supplementary Material

zcaf021_Supplemental_Files

## Data Availability

All materials and underlying raw data can be obtained from the corresponding author on reasonable request. The scRNA-seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE292771 (release date 29 March 2025; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292771). All primary data have been deposited in Dryad and are available via https://doi.org/10.5061/dryad.z08kprrr3 (Figs 1–6) and https://doi.org/10.5061/dryad.5x69p8dg4 (Supplementary Figs S1–S12).

# Supplementary material for: Inherent single-cell heterogeneity of the transcriptional response to hypoxia in cancer cells
**Source:** NAR Cancer. 2025 Aug 28;7(3):zcaf021. doi: 10.1093/narcan/zcaf021
**Supplement:** zcaf021_Supplemental_Files

Inherent single-cell heterogeneity of the transcriptional response to hypoxia in cancer cells

Małgorzata Wilk, Thomas Knöpfel, Stana M. Burger, Stello Nlandu Khodo, Roland H. Wenger

SUPPLEMENTARY MATERIAL

Supplementary Table S1. Oligonucleotide sequences.

Primers for CRISPR-Cas9 target locus amplification

<i>HIF1A</i> -Fwd	5'-tgtgagagtccttatgtgtgca-3'
<i>HIF1A</i> -Rev	5'-tcaaaacattgacgaccacct-3'
<i>EPAS1</i> -Fwd	5'-cccatgtgaagccctgttct-3'
<i>EPAS1</i> -Rev	5'-acctgaggagaggagactgt-3'

Primers for RT-qPCR mRNA quantification

Hs-HIF1 α -Fwd	5'-tccgatggaagcactagaca-3'
Hs-HIF1 α -Rev	5'-tggtgacaactgatcgaa-3'
Hs-EPAS1-Fwd	5'-ttgatgtggaaacggatgaa-3'
Hs-EPAS1-Rev	5'-ggaacctgctctgcctgttc-3'
Hs-CAIX-Fwd	5'-gggtgtcatctggactgtgtt-3'
Hs-CAIX-Rev	5'-cttctgtgctgccttctcatc-3'
Hs-BNIP3-Fwd	5'-aactgcacttcagcaataatgg-3'
Hs-BNIP3-Rev	5'-ccgacttgaccaatcccata-3'
Hs-PAI1-Fwd	5'-actggaaaggcaacatgacc-3'
Hs-PAI1-Rev	5'-gaggaagggctgtccatga-3'
Hs-EGFR-Fwd	5'-cagcgctacctgtcattca-3'
Hs-EGFR-Rev	5'-ctgagctgtatcgctgcaag-3'
Hs-L28-Fwd	5'-gcaattcctccgctacaac-3'
Hs-L28-Rev	5'-tgttcttcgcatcatgtgt-3'

Supplementary Table S2. mRNA-FISH probes.

RNAscope probe	Accession No.	Target region	Channel
Hs-HIF1A	NM_001243084.1	454 - 1443	C1/C3
Hs-EPAS1	NM_001430.4	1332 - 2354	C1/C3
Hs-CA9	NM_001216.2	326 - 1528	C1
Hs-BNIP3	NM_004052.4	25 - 1398	C1
Hs-SERPINE1	NM_001165413.2	764 - 1752	C1
Hs-EGFR	NM_005228.3	505 - 1737	C1
Hs-POLR2A	NM_000937.4	2514 - 3433	C1
Hs-UBC	NM_021009	342 - 1503	C3
bacterial dapB	not provided	not provided	C1/C2/C3

Supplementary Table S3. Antibodies used for immunofluorescence.

Antigen	Type	Number	Dilution	Company
HIF-1 α	rabbit monoclonal	ab179483	1:200	Abcam, Cambridge, UK
HIF-2 α	rabbit monoclonal	BL-95-1A2	1:200	Bethyl Laboratories, Montgomery, TX, USA
PAI-1	mouse monoclonal	MA5-17171	1:500	Thermo Fisher Scientific, Waltham, USA
α -Tubulin	rabbit polyclonal	2144	1:200	Cell Signaling, Danvers, MA, USA
SMC1A	rabbit polyclonal	ab9262	1:200	Abcam, Cambridge, UK
Secondary goat anti-rabbit coupled to Alexa Fluor 647		A-21244	1:1,250	Thermo Fisher Scientific, Waltham, USA

Supplementary Table S4. Antibodies used for immunoblotting.

Antigen	Type	Number	Dilution	Company
HIF-1 α	mouse monoclonal	Clone 54	1:750	BD Biosciences, Allschwil, Switzerland
HIF-2 α	rabbit polyclonal	PAB12124	1:1,000	Abnova, Taipei, Taiwan
CAIX	mouse monoclonal	Clone M75	1:500	Absolute Antibody, Oxford, UK
PAI-1	mouse monoclonal	MA5-17171	1:500	Thermo Fisher Scientific, Waltham, USA
β -actin	mouse monoclonal	A5441	1:10,000	Sigma Aldrich, Burlington, MA, USA
Secondary goat anti-mouse		31430	1:2,500	Thermo Fisher Scientific, Waltham, USA
Secondary goat anti-rabbit coupled to horseradish peroxidase		31460	1:2,500	Thermo Fisher Scientific, Waltham, USA

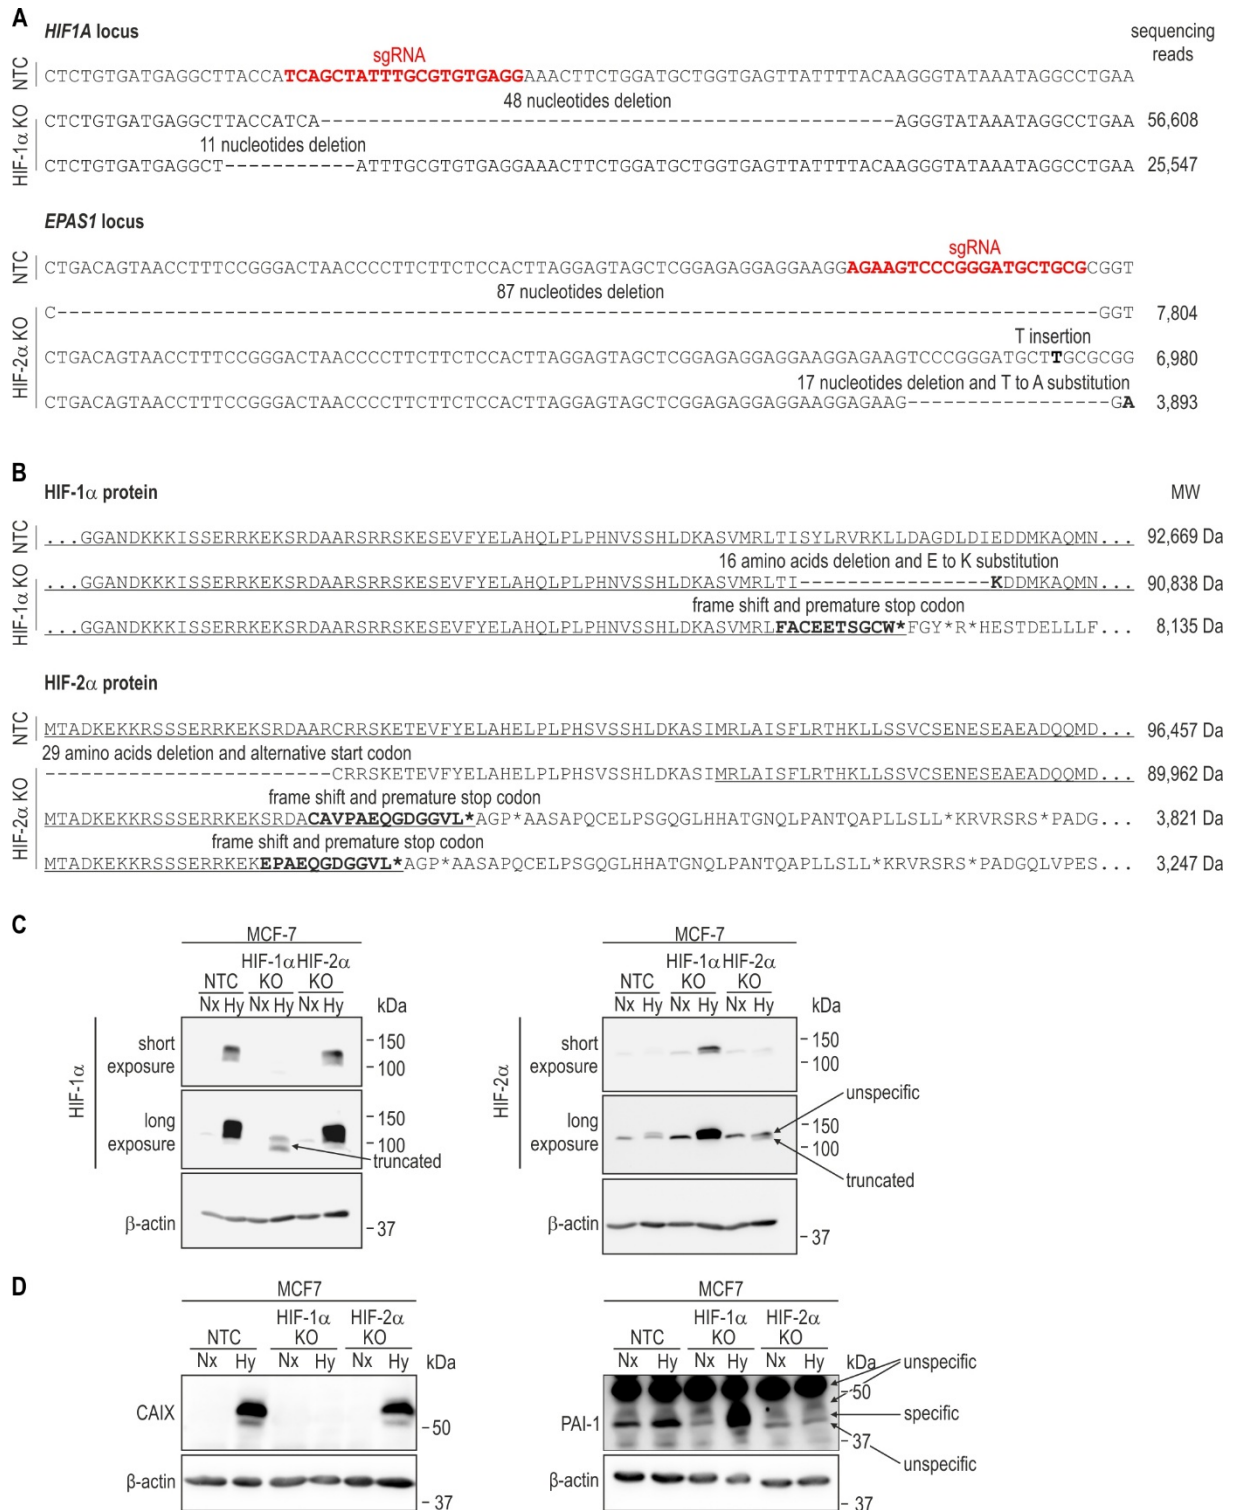

Supplementary Fig. S1. Biallelic knockout of HIF-1 α or HIF-2 α in MCF-7 cells. (A) MCF-7 cells were gene edited via CRISPR-Cas9 and single guide RNA (sgRNA) with either nontargeting control (NTC) or targeting *HIF1A* (HIF-1 α KO) or *EPAS1* (HIF-2 α KO) sequences as indicated (red). Following cloning, genomic DNA was extracted from the HIF-1 α KO and HIF-2 α KO clones A3 and 2C4, respectively, and analyzed by deep sequencing. The number of sequence reads for each KO allele is indicated. (B) Predicted HIF-1 α and HIF-2 α protein alterations in the KO clones. The translation products (underlined), deletions (dashed), substitutions (bold) and stop codons (asterisks) are indicated. The predicted molecular weights (MWs) of the translation products are provided on the right. (C) Immunoblotting of HIF-1 α and HIF-2 α using cell extracts derived from MCF-7 NTC clone A4 and

HIF-1 α KO and HIF-2 α KO clones A3 and 2C4, respectively, after exposure for 48 hours to normoxia (Nx) or 0.2% O₂ hypoxia (Hy). β -Actin served as a loading and blotting control. **(D)** Immunoblotting of CAIX and PAI-1 as outlined above.

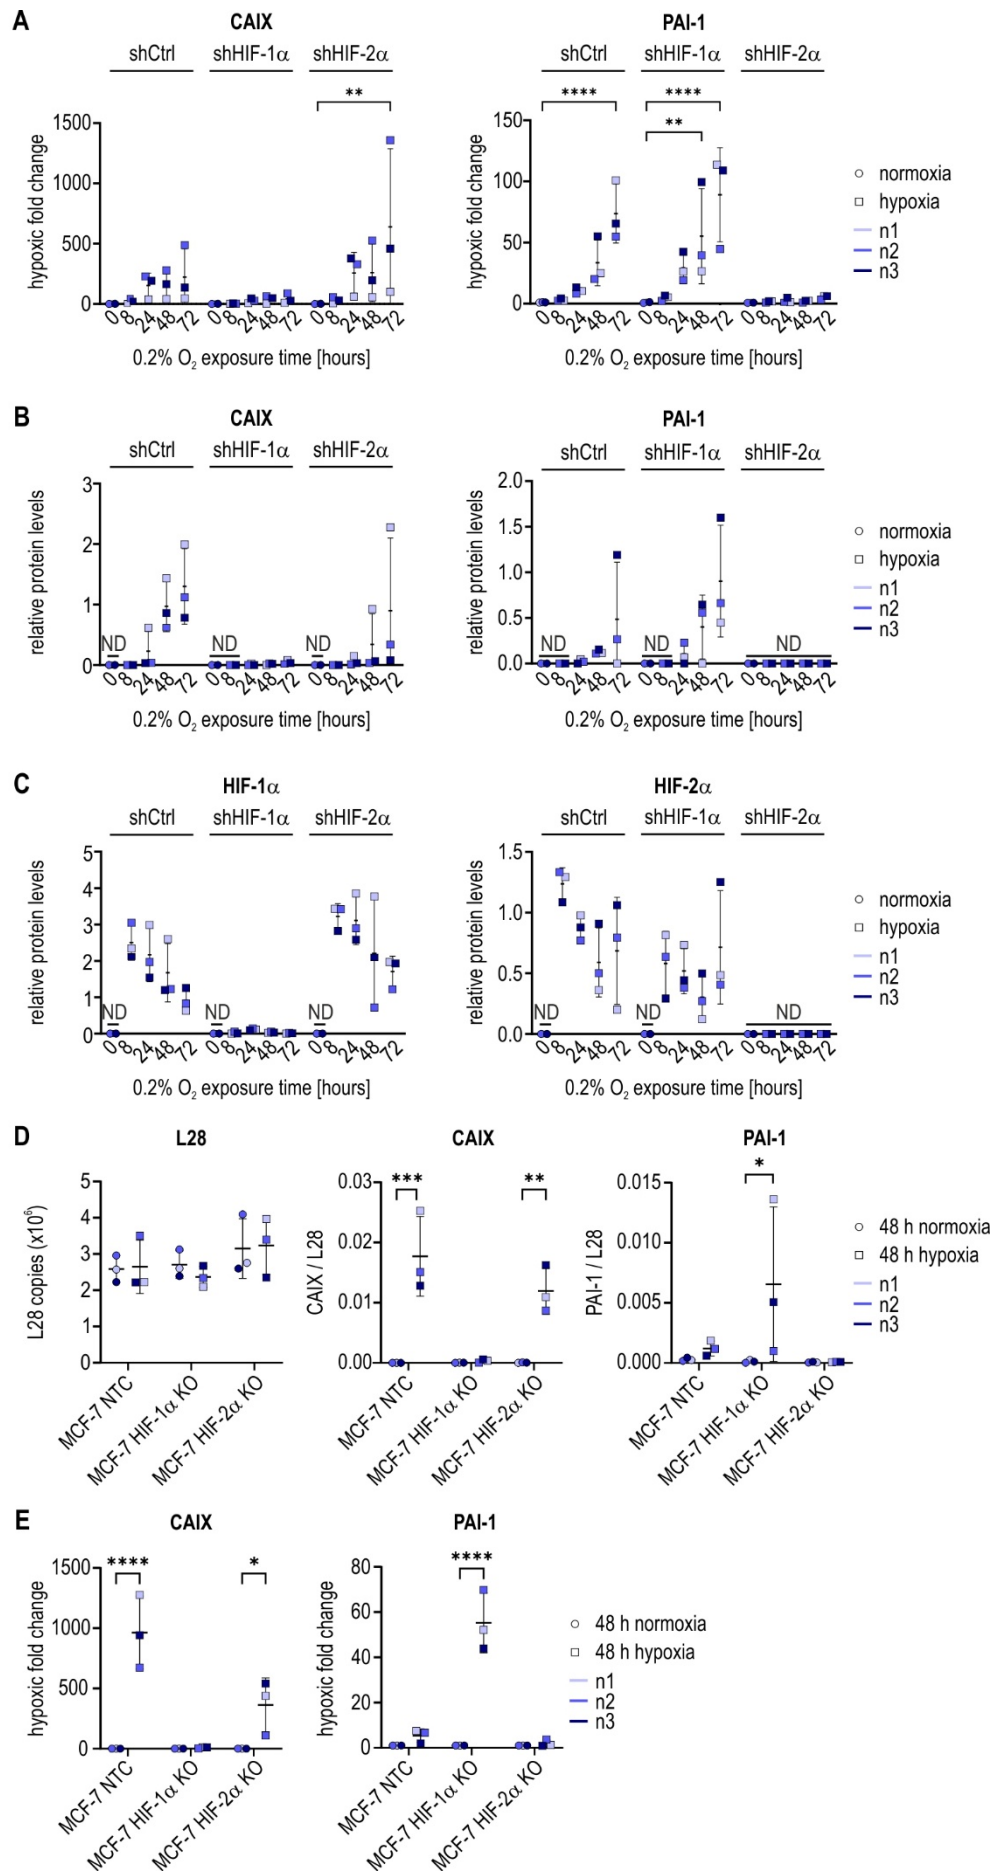

Supplementary Fig. S2. HIF α isoform-specific target gene induction. (A) Kinetics of hypoxic CAIX and PAI-1 mRNA induction in nonclonal MCF-7 shCtrl, shHIF-1 α , and shHIF-2 α cell cultures. Batch transcript levels were quantified via RT-qPCR, divided by the corresponding levels of the ribosomal protein L28 mRNA, and normalized to the normoxic controls. (B) Kinetics of CAIX and PAI-1 protein levels in nonclonal MCF-7 shCtrl, shHIF-1 α , and shHIF-2 α cell cultures. Protein levels were determined by immunoblotting and divided by the corresponding levels of β -actin protein. (C) Kinetics of HIF-1 α and HIF-2 α protein levels determined as in B. (D, E) MCF-7 NTC clone A4 and biallelic HIF-1 α KO and HIF-2 α KO clones A3 and 2C4, respectively, were exposed to normoxic or hypoxic conditions for 48 hours. Transcript levels were quantified via RT-qPCR, divided by the indicated ribosomal protein L28 mRNA levels (D), and normalized to the corresponding normoxic controls (E). The mean values $\pm$ S.D. of $n = 3$ independent experiments are shown (ND, not detectable). Two-way ANOVA followed by Bonferroni's multiple comparisons test was used to statistically evaluate differences compared with the normoxic controls. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$.

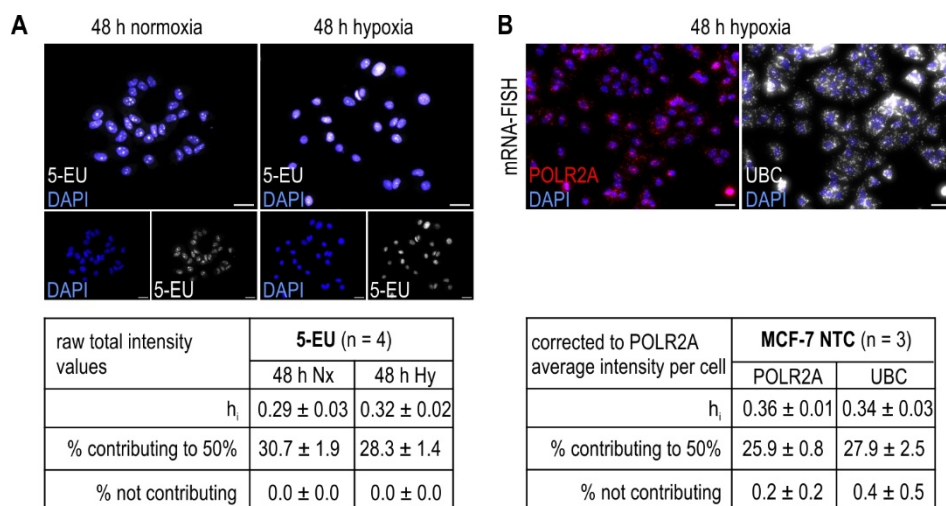

Supplementary Fig. S3. 5-EU incorporation and housekeeping mRNA sc-heterogeneities. (A) MCF-7 NTC (clone A4) cells were exposed to normoxic (Nx) or hypoxic (Hy) conditions for 48 hours, and the sc-heterogeneity (h_i) of 5-EU incorporation was determined by quantitative fluorescence microscopy (white, 5-EU; blue, DAPI; scale bars = 30 μ m). (B) POLR2A (red) and UBC (white) mRNA sc-heterogeneities of hypoxic MCF-7 NTC (clone A4) cells (scale bars = 30 μ m). sc-Heterogeneities (h_i) are listed as the means $\pm$ S.D. (n, number of independent repetitions). The percentages of cells contributing 50% (orange) or 0% (blue) of the total are indicated.

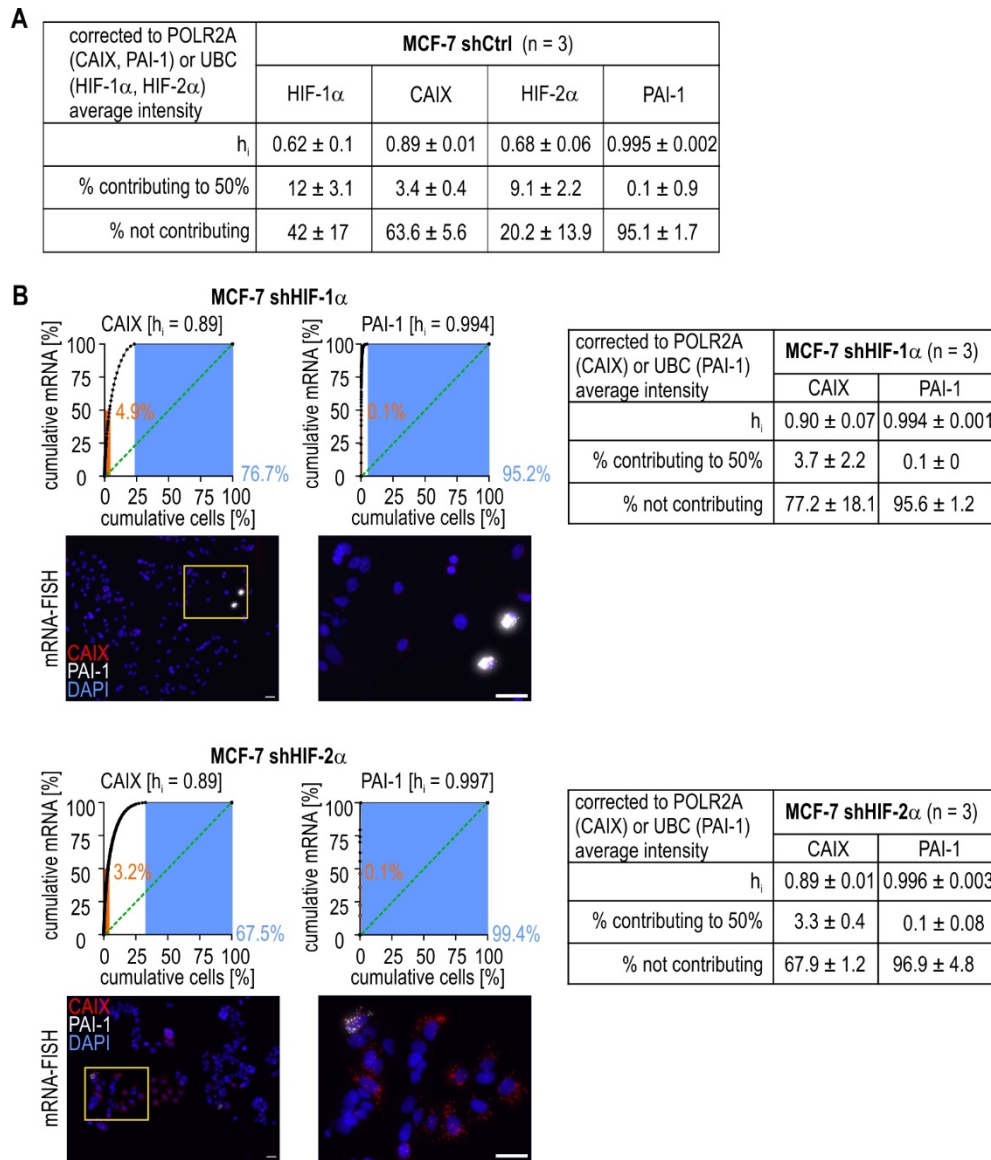

Supplementary Fig. S4. mRNA sc-heterogeneities of nonclonal MCF-7 shRNA knockdown cells. MCF-7 shCtrl, shHIF-1 α , and shHIF-2 α cells were exposed to hypoxic conditions for 48 hours. HIF-1 α , CAIX, HIF-2 α and PAI-1 mRNA sc-heterogeneities were determined by quantitative fluorescence microscopy. **(A)** MCF-7 shCtrl sc-heterogeneity indices (h_i) are listed as the means $\pm$ S.D. (n, number of independent repetitions). **(B)** CAIX and PAI-1 mRNA h_i values of hypoxic MCF-7 shHIF-1 α and shHIF-2 α cells. The percentages of cells contributing 50% (orange) or 0% (blue) of the total are indicated. An exemplary mRNA-FISH image of CAIX (red) and PAI-1 (white) is shown (nuclei, blue; scale bars = 30 μ m).

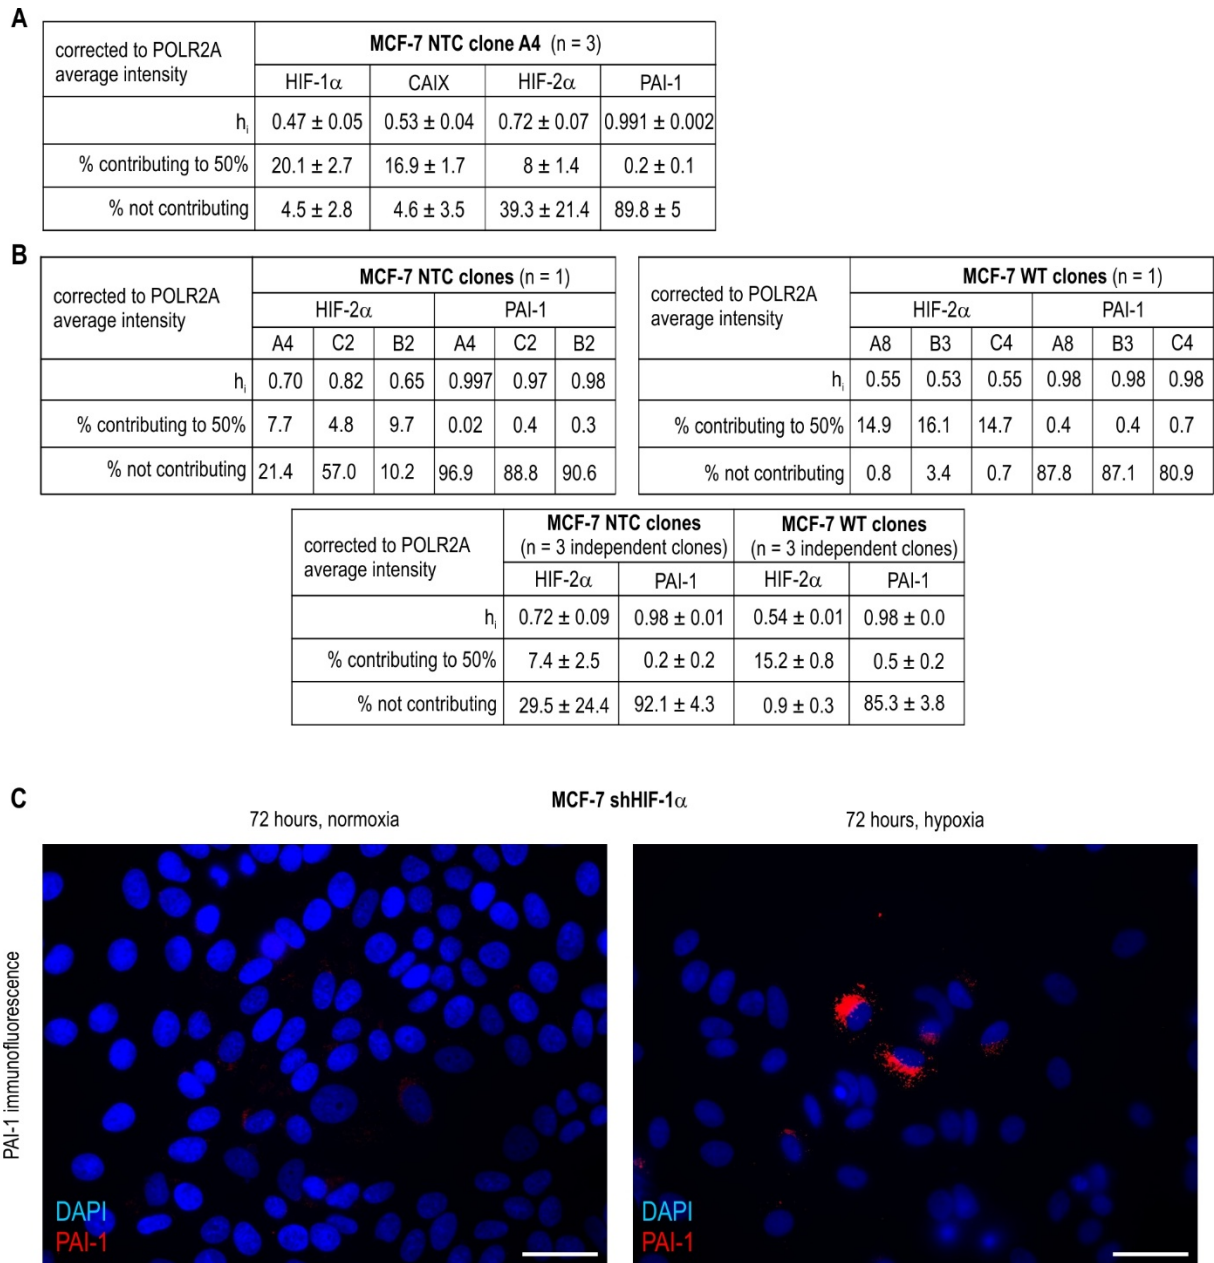

Supplementary Fig. S5. mRNA sc-heterogeneities of clonal MCF-7 NTC and WT cells.

(A) HIF-1 α , CAIX, HIF-2 α and PAI-1 mRNA sc-heterogeneities of hypoxic MCF-7 NTC clone A4 cells. (B) mRNA sc-heterogeneities mRNA sc-heterogeneities (h_i) in each three independent clones derived from the company's (NTC) or our in-house (WT) MCF-7 sublines were analyzed by quantitative fluorescence microscopy, and are listed as the means $\pm$ S.D. (n, number of independent repetitions). (C) PAI-1 immunofluorescence (red) of nonclonal MCF-7 shHIF-1 α cells exposed to normoxia or hypoxia (0.2% O₂) for 72 hours (nuclei, blue; scale bars = 30 μ m).

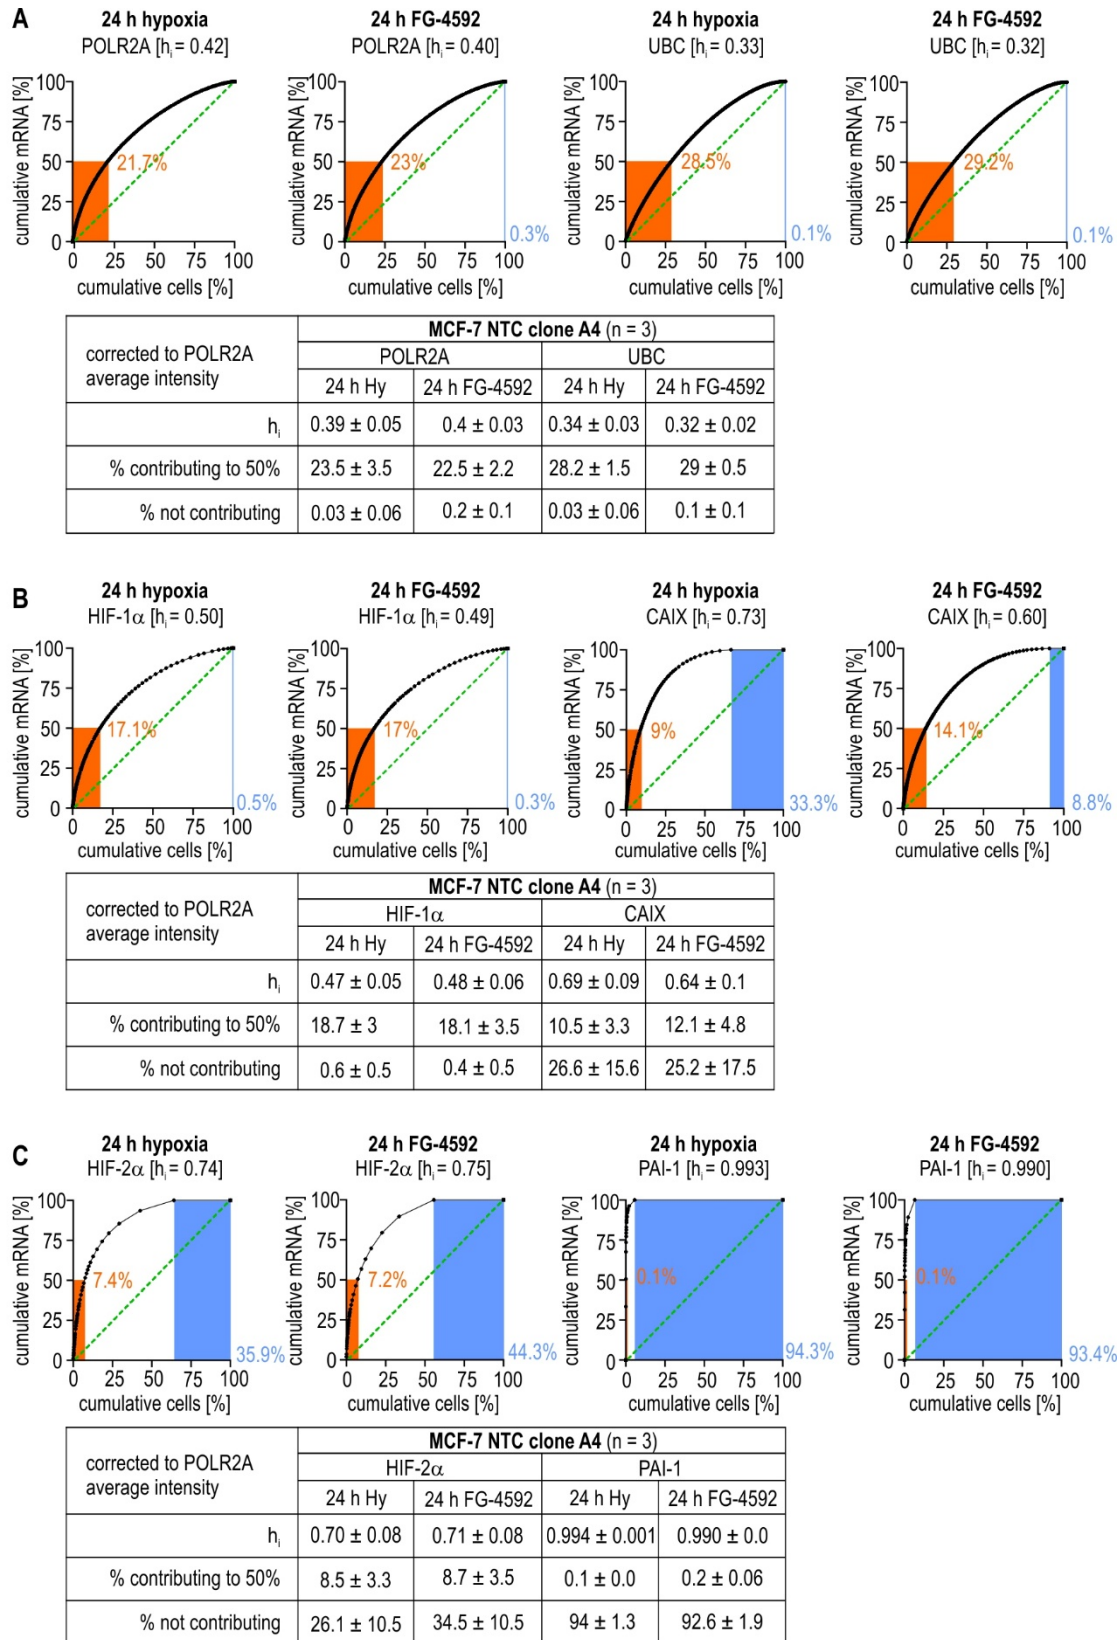

Supplementary Fig. S6. mRNA sc-heterogeneities following short-term hypoxia and chemical HIF α stabilization. MCF-7 NTC clone A4 cells were exposed to hypoxic (Hy) conditions or to FG-4592/roxadustat for 24 hours, and the sc-heterogeneities (h_i) of the indicated housekeeping (A), HIF-1 (B) or HIF-2 (C) pathway mRNAs were determined. sc-Heterogeneity indices are shown as representative histogram charts and are listed as the mean $\pm$ S.D. (n, number of independent repetitions). The percentages of cells contributing 50% (orange) or 0% (blue) of the total are indicated.

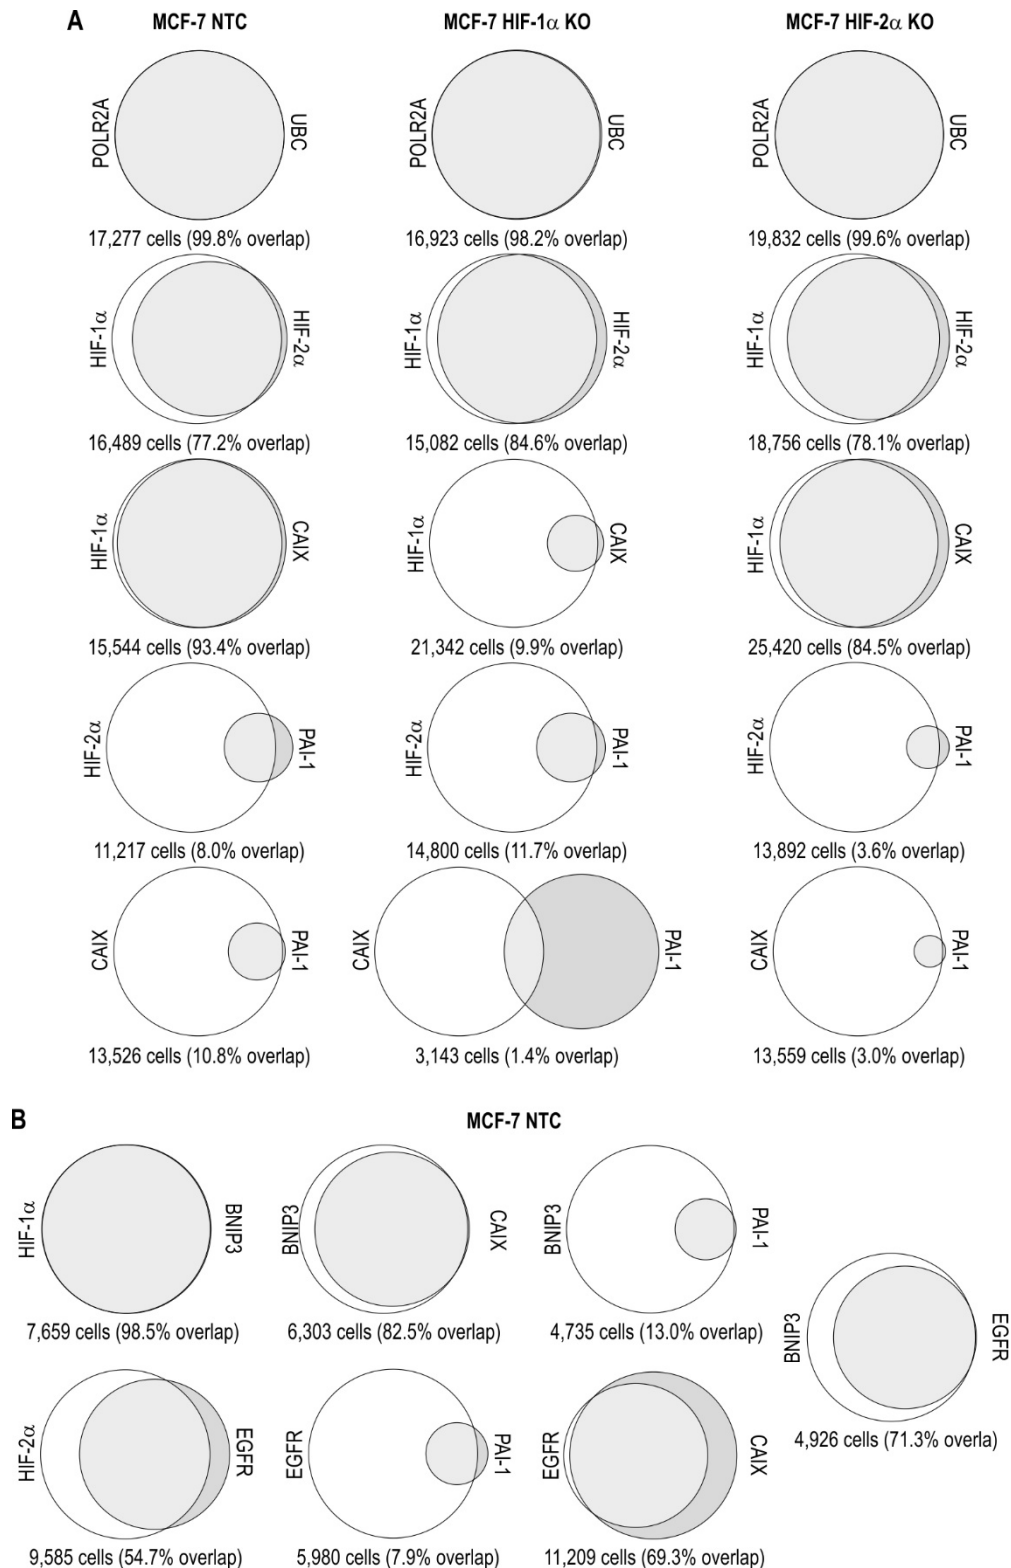

Supplementary Fig. S7. mRNA coexpression analyses. (A) MCF-7 NTC clone A4 and HIF-1 α KO clone A3 or HIF-2 α KO clone 2C4 cells were exposed to hypoxia for 48 hours, and coexpression was analyzed via multiplex mRNA-FISH. The proportion of double-positive cells is indicated by Venn diagrams. Regardless of its extent, a cell was considered positive when there was an mRNA signal above the background of a bacterial dapB mRNA-FISH probe that served as a negative control. The total number of cells analyzed is indicated. (B) Two additional HIF α isoform-specific target genes were analyzed in MCF-7 NTC cells as outlined in A.

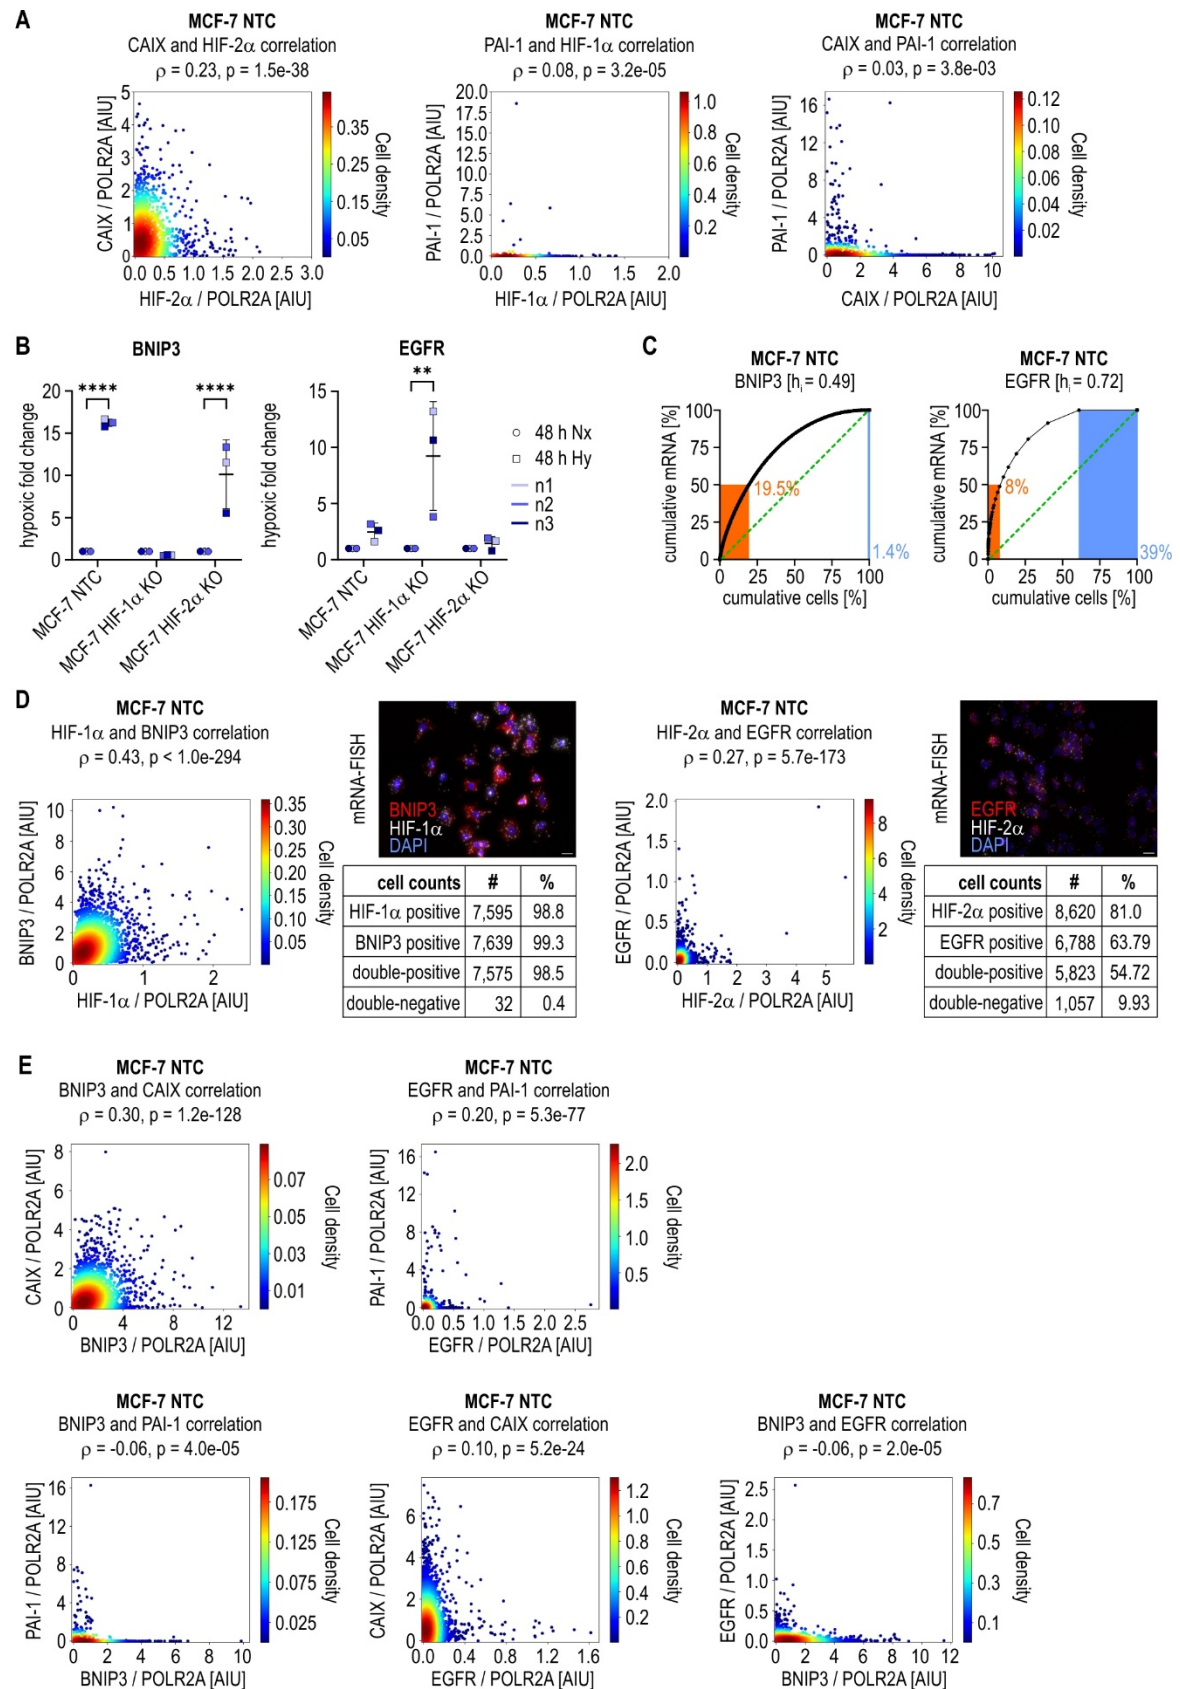

Supplementary Fig. S8. mRNA sc-correlation analyses. (A) MCF-7 NTC clone A4 and HIF-1 α KO clone A3 or HIF-2 α KO clone 2C4 cells were exposed to hypoxia for 48 hours, and the coexpression of the indicated genes was analyzed via multiplex mRNA-FISH. The fluorescence intensities of the mRNAs of interest were normalized to the average cellular intensity over all cells of POLR2A probes labeled with the same fluorophore. Data are shown in scatter plots (assembly of 3 independent

experiments; ρ , Spearman's correlation coefficient; AIU, arbitrary intensity unit). **(B - E)** Two additional HIF α isoform-specific target genes were analyzed in MCF-7 cells treated as outlined in **A**. **(B)** Transcript levels were quantified via RT-qPCR, divided by ribosomal protein L28 mRNA levels, and normalized to the corresponding normoxic controls. Two-way ANOVA followed by Bonferroni's multiple comparisons test was used to statistically evaluate differences compared with the normoxic controls. ** $p < 0.01$; **** $p < 0.0001$. **(C)** sc-Heterogeneity indices (h_i) are shown in representative histogram charts. **(D)** HIF-1 α /BNIP3 and HIF-2 α /EGFR correlation analyses were performed as outlined in **A**. Representative fluorescence microscopy images are provided in the upper panels (scale bars = 20 μm). The tables in the lower panels list the number (#) and percentage (%) of cells with the indicated mRNAs over or below the detection limit. **(E)** Correlation analyses among the indicated HIF target genes.

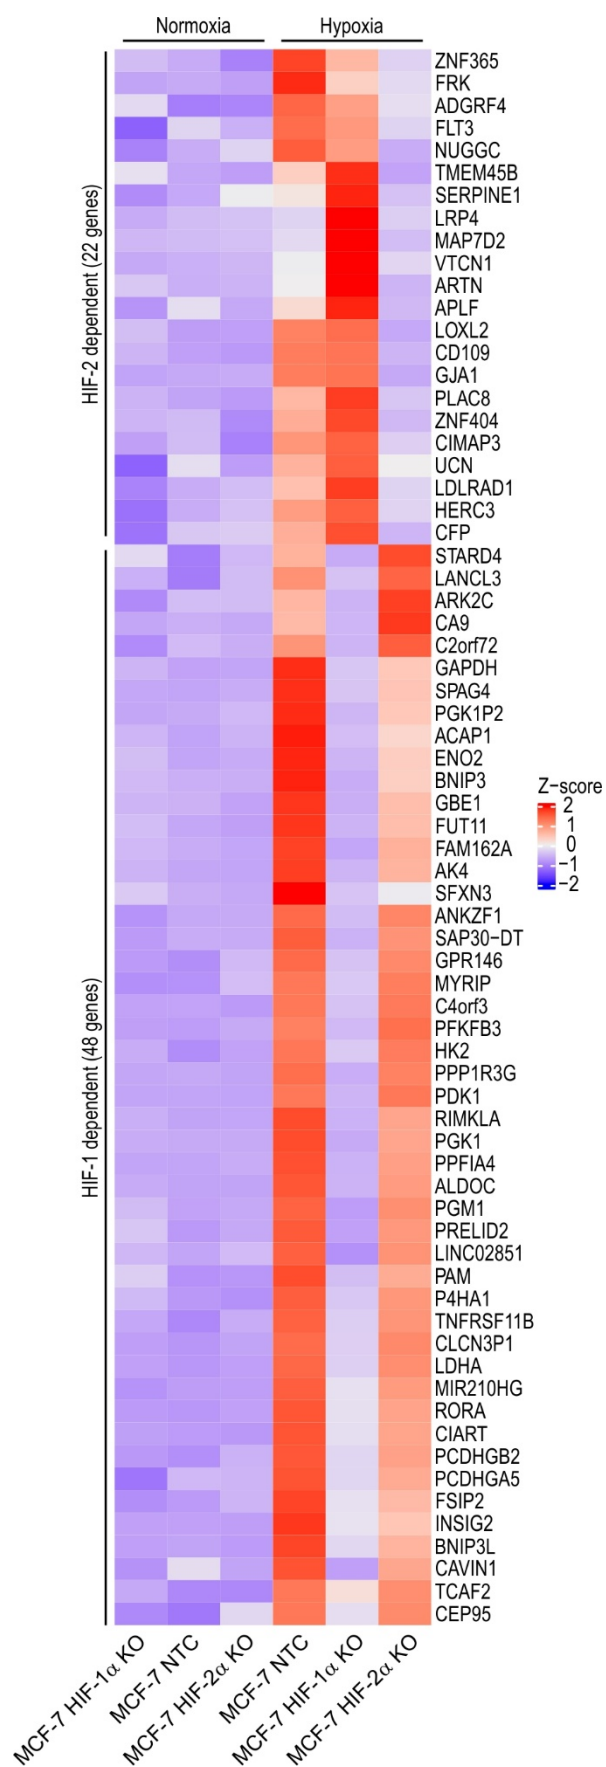

Supplementary Fig. S9. HIF target genes used for supervised UMAP analysis.

MCF-7 NTC clone A4 and HIF-1 α KO clone A3 or HIF-2 α KO clone 2C4 cells were exposed to hypoxia for 48 hours, and the expression of the indicated genes was analyzed via scRNAseq. The heat map was generated based on a minimal hypoxic induction of $\log_2(\text{fold change}) > 1.5$ and a minimal expression of > 50 transcripts per kilobase million (TPM), and included 70 HIF isoform-specific target genes that were not induced anymore in either the HIF-1 α or HIF-2 α knockout cells.

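Of the 70 genes read from the heat map, 65 had a matching gene, 43 of them HIF-1-dependent and 22 HIF-2-dependent. Of the HIF-1-dependent genes, 35 of 37 measured were at least 2-fold higher in hypoxia in NTC (median log2 ratio 2.57), 36 of 37 in HIF-2α KO (2.21), and 16 of 30 in HIF-1α KO cells (1.02). PPFIA4 had a log2 ratio of 5.26 in NTC, 4.18 in HIF-2α KO, and 0.48 in HIF-1α KO cells. CAVIN1, which encodes a coat protein of caveolae, had 3.62, 1.88, and -0.95 in that order. Of the HIF-2-dependent genes, 14 of 14 measured were at least 2-fold higher in HIF-1α KO (median 3.44), 5 of 6 in NTC (1.77), and 0 of 1 in HIF-2α KO cells (0.99). A gene was measured in a line where either library held at least 50 UMIs, which most of these 22 genes did not reach in NTC and HIF-2α KO cells. Genes with few normoxic UMIs are measured only if they are high in hypoxia, so these counts favor induced genes and do not stand for the whole list. LOXL2, which encodes a lysyl oxidase that crosslinks collagen, had a log2 ratio of 5.42 in HIF-1α KO, 3.05 in NTC, and 1.63 in HIF-2α KO cells. Over the 3 lines, 58 of the 65 genes were higher in hypoxia, 42 passed edgeR's test, 51 had a log2 fold change above 1.5, 39 had a mean normalized count above 50, and 35 exceeded both. A gene was counted as not induced where its log2 ratio was under 0.58 in one KO line and at least 1 in the other, a bound set here. With this bound, 18 genes met the thresholds of the legend, 12 by the HIF-1 rule and 6 by the HIF-2 rule, and 11 of them were in the figure. The HIF-2 rule gave BIRC3, CP, EGFR, LRP4, OTULINL, and PAG1. CP, which encodes the iron-oxidizing ceruloplasmin, had a log2 ratio of 5.55 in HIF-1α KO, 0.86 in NTC, and 0.00 in HIF-2α KO cells. The genes of the figure were chosen on these samples, so their direction is not independent evidence, and the differences between lines were not tested. With mean CPM in place of mean normalized counts, 5 genes met the rule.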

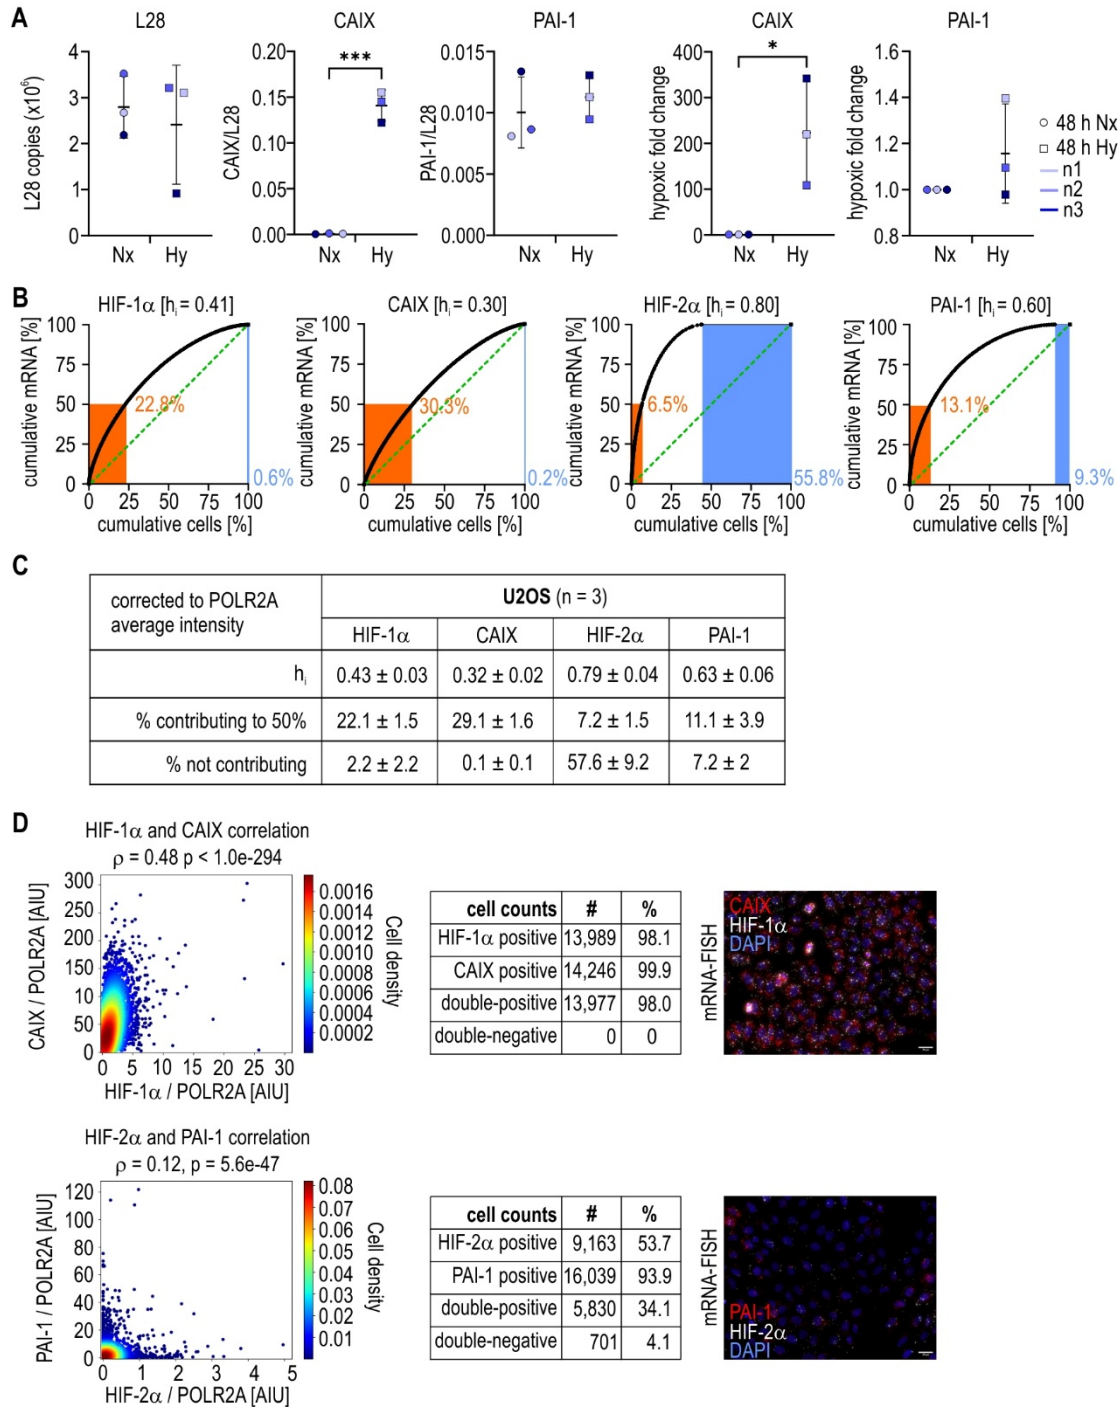

Supplementary Fig. S10. sc-Heterogeneity of the HIF response in U2OS cells. U2OS cells were exposed to normoxia (Nx) or hypoxia (Hy) for 48 hours. **(A)** Batch transcript levels were quantified via RT-qPCR, divided by the corresponding levels of the ribosomal protein L28 mRNA, and normalized to the normoxic controls. The mean values $\pm$ S.D. of $n=3$ independent experiments are shown. Unpaired t-test was used to statistically evaluate differences compared with the normoxic controls. * $p < 0.05$; *** $p < 0.001$. **(B, C)** sc-Transcript levels were analyzed by mRNA-FISH, and the data are displayed in representative histogram charts as outlined in Fig. 1. **(B)** and in a table containing assembled data **(C)**. **(D)** Scatter plots of the sc-correlation analyses performed as outlined in Fig. 3. Exemplary fluorescence microscopy images are shown (scale bars = 20 μ m), and the number (#) and percentage (%) of cells with the indicated mRNAs over or below the detection limit are listed.

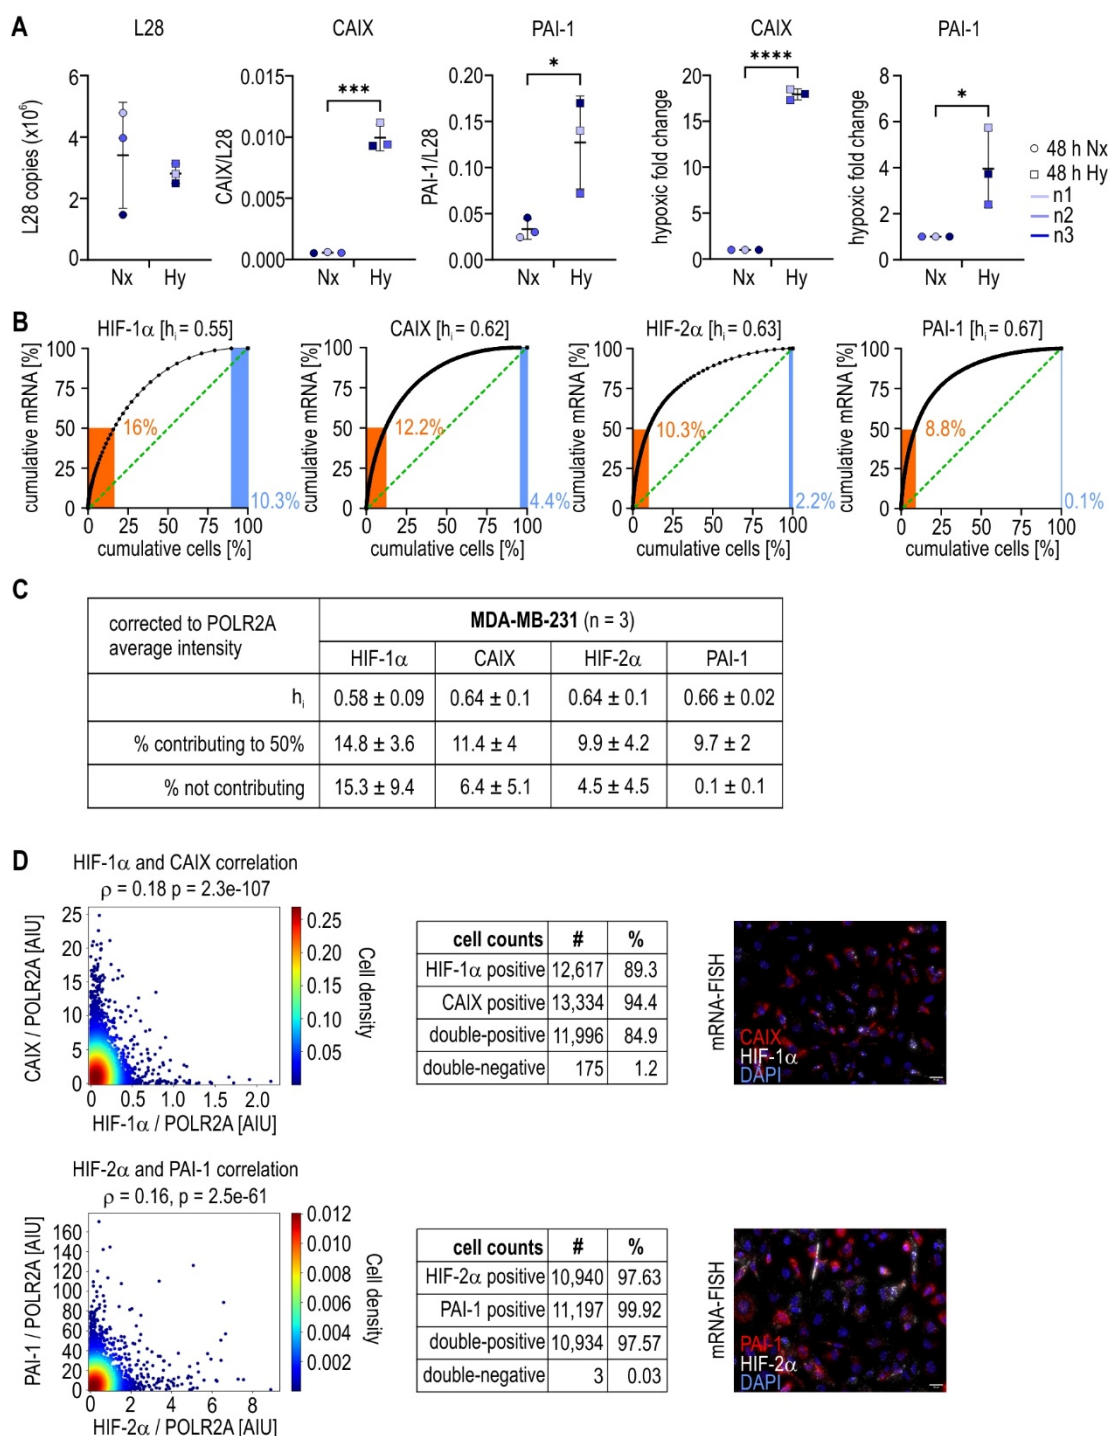

Supplementary Fig. S11. sc-Heterogeneity of the HIF response in MDA-MB-231 cells. MDA-MB-231 cells were exposed to normoxia (Nx) or hypoxia (Hy) for 48 hours. **(A)** Batch transcript levels were quantified via RT-qPCR, divided by the corresponding levels of the ribosomal protein L28 mRNA, and normalized to the normoxic controls. The mean values $\pm$ S.D. of $n=3$ independent experiments are shown. Unpaired t-test was used to statistically evaluate differences compared with the normoxic controls. * $p<0.05$; *** $p<0.001$; **** $p<0.0001$. **(B, C)** sc-Transcript levels were analyzed by mRNA-FISH, and the data are displayed in representative histogram charts as outlined in Fig. 1. **(B)** and in a table containing assembled data **(C)**. **(D)** Scatter plots of the sc-correlation analyses performed as in Fig. 3. Exemplary fluorescence microscopy images are shown (scale bars = 20 μ m), and the number (#) and percentage (%) of cells with the indicated mRNAs over or below the detection limit are listed.

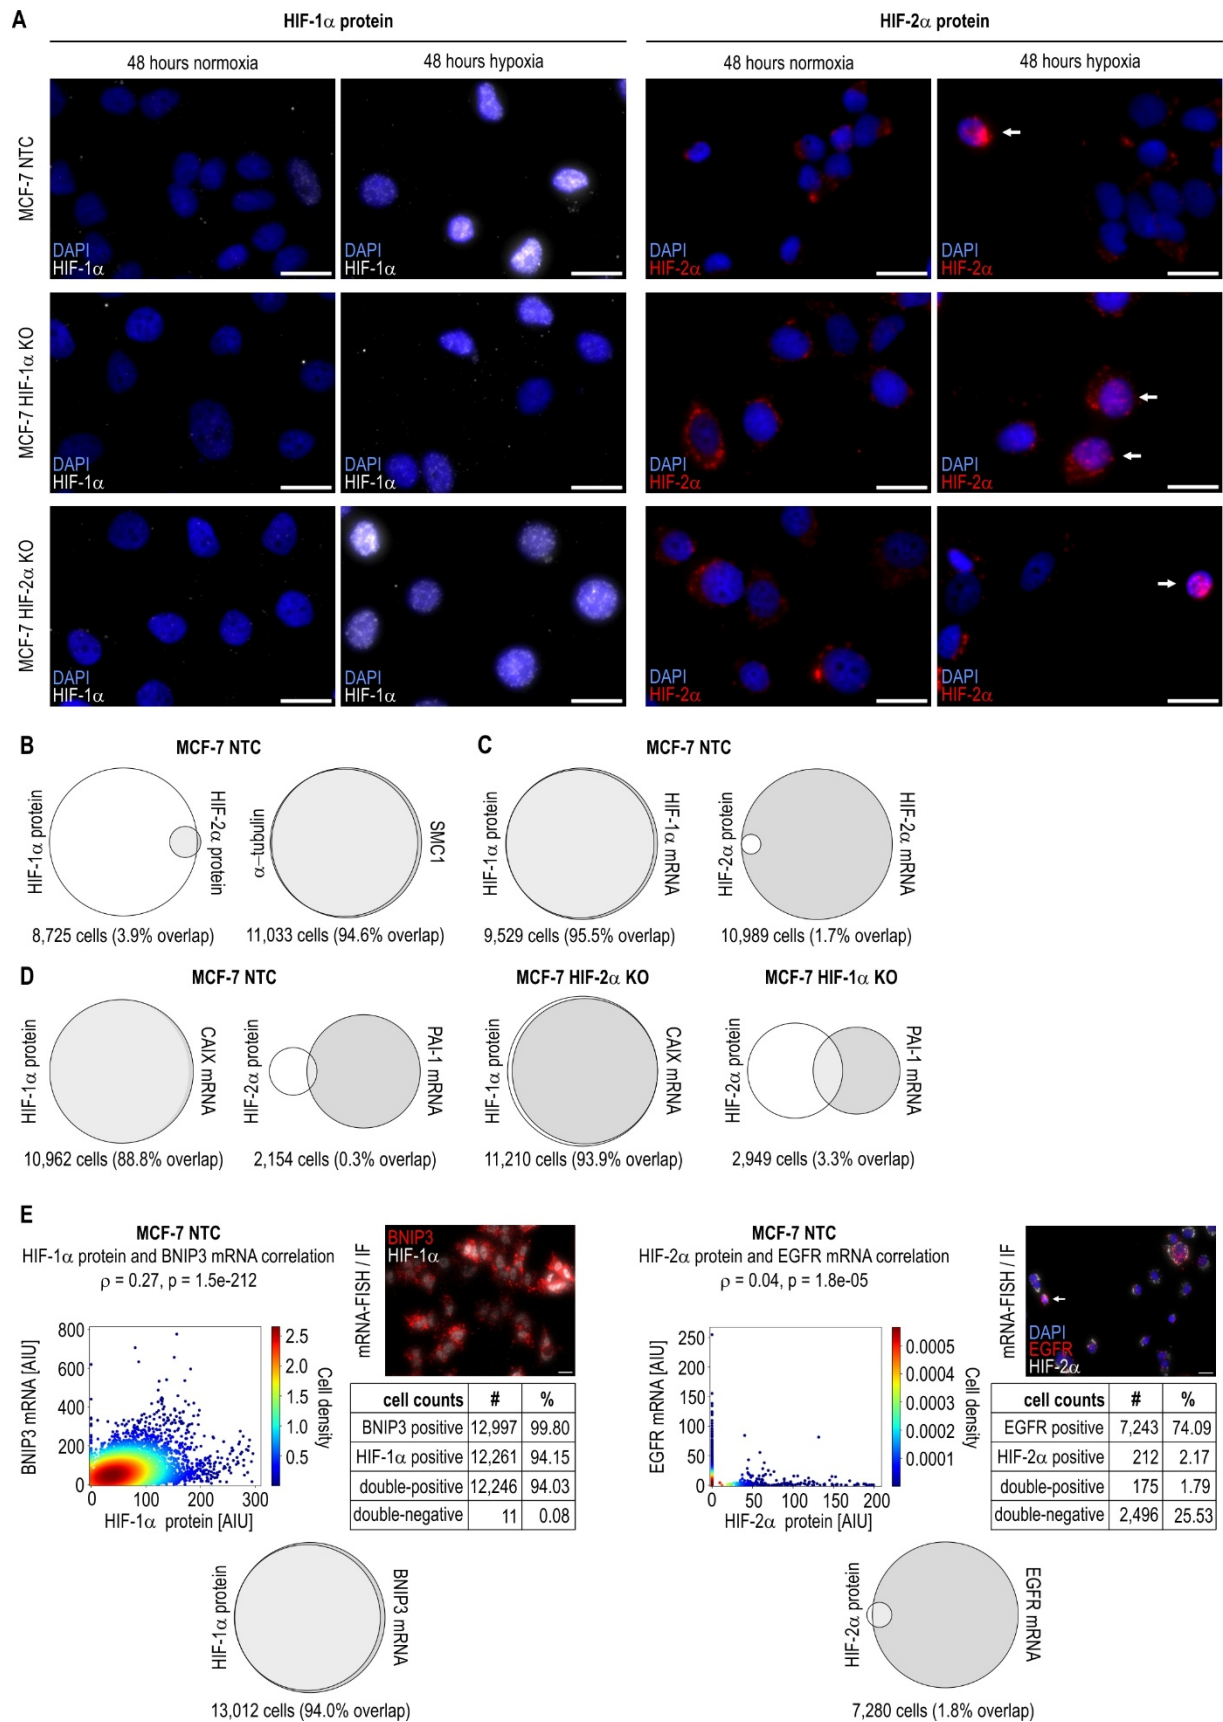

Supplementary Fig. S12. HIF-1 α and HIF-2 α protein sc-heterogeneity. (A) MCF-7 NTC clone A4 and HIF-1 α KO clone A3 or HIF-2 α KO clone 2C4 cells were exposed to normoxia or hypoxia for 48 hours, fixed and analyzed by immunofluorescence. (B - D) Venn diagrams of the indicated hypoxic cell lines analyzed by sequential immunofluorescence (B) or mRNA-FISH followed by

immunofluorescence (**C, D**). (**E**) MCF-7 NTC cells were treated as above, and the raw data are shown in scatter plots. Exemplary fluorescence microscopy images, tables with the number (#) and percentage (%) of cells with the indicated mRNAs over or below the detection limit, and Venn diagrams are included. (**A, E**) Arrows indicate cells positive for nuclear HIF-2 α ; scale bars = 20 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

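The transcriptomes of single MCF-7 cells of 3 clones (NTC clone A4, HIF-1α KO clone A3, and HIF-2α KO clone 2C4) were measured after 48 h at 18.5% O2 (normoxia) or 0.2% O2 (hypoxia), with 1 library per clone and oxygen condition and therefore no replicates within a line. The authors distributed the cells on HIVE collectors under the same oxygen condition, sequenced the libraries, and counted UMIs per gene and barcode with BeeNet 1.1.2 on GRCh38.p13 with GENCODE release 37, restricted to protein-coding genes and the ribosomal, transfer, and mitochondrial RNA classes. The deposited tables hold whole-number UMI counts for 5000 barcodes per library and 15086 to 18016 genes per library, 19613 genes in all, without normalization or filtering of cells. Their sums were 8648054 to 17390361 UMIs per library and 69830143 in all. The time stamps of the tables separate the NTC libraries from the 4 KO libraries, and both libraries of each line share a date. It is not stated whether the stamps mark the preparation of the libraries or only the computation, so a batch difference between NTC and KO can be neither shown nor excluded.

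Cells were filtered at the thresholds that the paper's methods give, while the log scale, the sides, and the median per library are not given there and were set here. Retained cells had at least 1000 UMIs, were within 3 median absolute deviations of the library median for log UMIs and log genes, at most 3 above it for the mitochondrial share, and at most 70% ribosomal protein UMIs, which no cell exceeded (highest share 35.1%). Of 9343 barcodes with at least 1000 UMIs, 8896 were retained, with 50840264 UMIs, a median of 2521 UMIs per cell, and library medians of the mitochondrial share from 2.07% to 4.37%. The doublet filter scDblFinder was not repeated. Scrublet from scanpy 1.11.5, with an expected rate of 6%, marked 29 cells (0.326%) and so has not worked here, and its calls were removed only as an alternative. Retained barcodes within 1 base of another made up 7.15% of cells (0.271% to 0.378% by chance), and collapsing them to 8535 cells was tried as an alternative.

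Counts were summed over the retained cells of each library. Hypoxic and normoxic libraries were compared over the 3 lines with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the cell line as a block, and genes with a total above 50 (12609 genes), and p-values were adjusted by the Benjamini-Hochberg procedure with a threshold of 0.05. The block was checked on the counts. Over 9247 genes, the deviations of the normoxic and the hypoxic library of the same line from the mean of their oxygen condition correlated with a Pearson coefficient of 0.70 for NTC, 0.55 for HIF-1α KO, and 0.56 for HIF-2α KO, and those of different lines from -0.51 to 3e-04. Tested on simulated data in which 200 genes changed, the fit recovered 83.0% of those changed by a log2 fold of 1. It recovered 98.2% of those changed by 2, with 3.51% false calls over 5 simulations. Each changed gene had the same change in every line there, and all genes had the same spread. These rates therefore do not carry over to genes whose response differs between the lines. Gene lists fixed before the data were examined, 25 in all, were tested with camera and fry from limma 3.58.1, camera with its preset correlation and again with an estimated correlation. Lists read by eye from Fig. 4B and Supplementary Fig. S9 were described by counts only, with 51 of 55 and 65 of 70 symbols matched to a gene. A member of a list was measured in a line where either library held at least 50 UMIs. Among genes with few normoxic UMIs, this favors those that rise in hypoxia.

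Within a line, hypoxia and normoxia were compared by the ratio of CPM with an exact conditional 95% interval, with no test. Where a library had 0 counts, the ratio was bounded by a floor of 3 counts, and no ratio was given where both libraries were at or under the floor. The median log2 ratio over genes was -0.08 in NTC, 0.01 in HIF-1α KO, and -0.17 in HIF-2α KO cells, and -0.01, 0.01, and -0.03 with TMM factors, so changes in HIF-2α KO cells are read against this shift. Shares of cells carry exact (Clopper-Pearson) 95% intervals. All these intervals cover counting error only. For comparisons at equal depth, cells were thinned to 3000 UMIs, which left out 746 normoxic and 1013 hypoxic NTC, 902 and 663 HIF-1α KO, and 889 and 750 HIF-2α KO cells.

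Clusters were called with Seurat 5.3.0 and sctransform 0.4.2 (the paper used Seurat 4.2.1), on principal components of the matched genes of Supplementary Fig. S9 or of the 3000 genes with the most UMIs, with 19 components and a resolution of 0.1, without integration. A cluster counted as hypoxic where over 50% of its cells came from hypoxic libraries after equal weighting of libraries. Neighbors were counted among the 20 nearest cells in an equal draw of 1267 cells per library. The spread of a gene between cells was its squared coefficient of variation beyond Poisson sampling, ranked among genes within 20% of its mean (at least 50 genes). Correlations between genes across cells were ranked among 10000 random pairs matched on mean. Positions come from the GENCODE annotation of GRCh38. Further tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9.

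Genes were named by a rule set before the data were examined. It takes every HIFα isoform, HIF target, and housekeeping gene that the paper's text names, up to 4 members of each list with the largest change in the line under discussion and at least 50 UMIs in the higher library, the 10 largest rises and falls in each line with at least 200 UMIs in the higher library, and the 10 largest rises and falls among genes past the threshold that moved the same way in all 3 lines. Genes that rise at least 2-fold in one line and fall at least 2-fold in another were to be named too, and there were 0. The genes of the figures and of the paper's cluster table had been seen before the rule was written.

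The alternatives set before the data were examined were DESeq2 1.42.0 and its size factors, other filters on genes and on cells, a fit without the replicate block, leaving out each line, other scalings within a line, other gene sets, normalizations, numbers of components, and resolutions for clusters, CCA integration, and other definitions of a positive cell. Collapsed barcodes, a minimum of 2000 UMIs for the gene tests and positive cells, DESeq2 without the block for the genes tested over the 3 lines (it had been set before for the thresholds of the figures), and CCA integration for the neighbors on the genes of Supplementary Fig. S9 were chosen after seeing the data. Without the replicate block, 6 genes rose and 0 fell.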

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

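The tests of explanations in this part were chosen after the results had been seen, and all differences between lines named here were not tested.

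Immediate early genes, a class that the paper does not discuss, stood out because 17 of 19 measured members were at least 2-fold higher in hypoxia in HIF-1α KO and 16 of 19 in HIF-2α KO cells, against 2 of 14 in NTC cells. The tables argue against few counts in the NTC libraries as the whole cause, since for 14 of the 14 members measured in both lines the NTC interval lay below the HIF-1α KO interval. Handling at harvest could raise these genes, but the median log2 ratio of the heat shock list in HIF-1α KO cells was -0.47, and because not every handling stress raises heat shock genes, this keeps it open. The NTC median of 0.43 comes from the only line whose tables carry another date, and because that date can be one of computation alone, a batch is neither shown nor excluded. A response to the loss of a HIFα isoform stays open as well and was not tested.

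Of the unfolded protein and integrated stress response genes, 7 of 14 measured were at least 2-fold higher in hypoxia in HIF-1α KO cells and 0 of 13 in each of the other lines, with log2 ratios in HIF-1α KO cells of 2.51 for CHAC1, 2.18 for DDIT3, and 1.42 for ASNS. Of the G2/M phase genes, 15 of 21 were at least 2-fold lower in HIF-1α KO cells, 1 in NTC, and 0 in HIF-2α KO cells, with PLK1 at -1.76 and CDC20 at -1.70 in HIF-1α KO cells. Of the NF-kB targets, 8 of 9 measured were at least 2-fold higher in HIF-1α KO cells, where CXCL8 gave 1 UMI in normoxia and 73 in hypoxia, against 1 of 7 in HIF-2α KO and 0 of 2 in NTC cells. The mitochondrially encoded genes had a median log2 ratio of -0.80 in HIF-1α KO cells and 0.25 in NTC cells, opposite in direction, and this difference was not tested.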

How the results depend on the processing

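With 1 library per condition, differences between lines were not tested, counting intervals do not cover differences between libraries, clone and genotype cannot be separated, and NTC against either KO line cannot be separated from the date of the tables, which the KO lines share. Leaving out a line leaves 2 pairs, and the spread is then pooled over genes. Depth limits CA9 and SERPINE1, with 128 and 19 UMIs in hypoxic NTC cells. Of 366 alternative values of 27 edgeR fold changes, 307 kept their side of the threshold, 56 lost it, and 3 gained it, all in the same direction. Of 121 for 25 gene lists, 89 kept their side and direction, 25 lost it, 3 gained it, and 4 reversed. Without the HIF-1α KO line, the mitochondrially encoded genes went up (camera adjusted p = 0.00524, down with 0.58 over 3 lines), the estrogen response genes went up (0.937, down with 0.0123), and the unfolded protein and integrated stress response genes went down (0.571, up with 0.494), and without the NTC line, the type I interferon response genes went up (0.619, down with 0.378). Leaving out 1 line gave these lists 0.00524 to 0.148, 7.06e-04 to 0.937, 0.00783 to 0.571, and 0.0262 to 0.619, in this order. For the immune list without the HIF-1α KO line and the endothelial list without any 1 line, no member was left to test. Of 726 within-line log2 ratios, 669 stayed within their interval, 56 moved, and 1 reversed, which was TAP2 in HIF-1α KO cells (0.43, and -0.11 as a mean over cells). Of 139 values of 29 other results, 81 stayed and 58 moved, and unless stated the cause was not tested.

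The counts of 446 genes higher and 190 lower became 887 and 470 with no gene filter, 6 and 0 with no replicate block, and 200 and 47 with DESeq2 without the block (chosen after seeing the data). With all barcodes of at least 1000 UMIs, 111 were lower. Leaving out 1 line gave 165 to 987 higher and 10 to 760 lower genes. The adjusted p of FOS went from 7.80e-06 to 1.40e-186 with no gene filter and to 1.45e-153 without the HIF-1α KO line, and such sizes are not read as stronger evidence. With an estimated correlation, 0 of the 18 lists passed camera, also where the estimated correlation was small. A minimum of 2000 UMIs retained 5319 of 8896 cells. With TMM, 38 in place of 58 genes were at least 2-fold lower in NTC and 45 in place of 92 in HIF-2α KO cells. For HIF-1α KO, 113 became 178 as a mean over cells, 224 with all barcodes of at least 1000 UMIs, and 191 with a minimum of 2000 UMIs, and for HIF-2α KO all such barcodes gave 55. All such barcodes include the deepest cells. The upper limits had removed these from the normoxic HIF-1α KO and hypoxic HIF-2α KO libraries but not from their pairs. With mean CPM, the rule of Fig. 4B gave 0 in place of 13 genes and that of Supplementary Fig. S9 5 in place of 18.

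Hypoxic NTC, HIF-1α KO, and HIF-2α KO cells outside the hypoxic clusters (1.70%, 54.1%, and 8.37%) became 6.26%, 41.5%, and 17.1% on the genes that met the Fig. S9 rule here, 30.8%, 88.4%, and 38.5% with log normalization, and 26.7%, 30.8%, and 24.2% with CCA integration. With 15 components, NTC gave 1.09% and HIF-1α KO 63.4%, and at a resolution of 0.05, HIF-1α KO gave 86.8% and HIF-2α KO 10.3%. Removing Scrublet calls gave 63.7% for HIF-1α KO, and collapsing barcodes (added later) 64.6% for HIF-1α KO and 12.1% for HIF-2α KO. Neighbors from the same library (39.5% on the Fig. S9 genes, 89.8% on 3000 genes) became 38.1% and 86.1% with 50 neighbors, 37.6% and 88.2% with log normalization, and 21.4% (added later) and 22.4% with CCA integration. The Fig. S9 rule genes gave 36.5%, and 3000 variable genes 86.8%. CA9-positive cells in hypoxic NTC (5.59%) became 1.46% at 2 UMIs or more and 8.17% with a minimum of 2000 UMIs (added later), and SERPINE1-positive cells (0.851%) 0.243% at 2 UMIs or more.

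At full depth in place of 3000 UMIs per cell, the percentile of spread changed from 89.0 to 83.4 for HIF1A, from 69.6 to 80.5 for CA9, and from 16.9 to 4.23 for BNIP3 in hypoxic NTC, and from 100 to 97.6 for EPAS1 and from 98.8 to 100 for SERPINE1 in hypoxic HIF-1α KO cells. Thinned, the correlation of HIF1A with BNIP3 in hypoxic NTC went from -0.039 to -0.088, and in hypoxic HIF-1α KO cells that of EPAS1 went from 0.292 to 0.054 with EGFR and from 0.062 to -0.023 with SERPINE1.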

Differences from the paper's values

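The paper's mean RNA count per cell is 8728, and the mean over the retained cells here was 5715 UMIs. Of the alternatives set before the data were examined, filtering the lower tails only (6585), keeping every barcode with at least 1000 UMIs (6450), and a minimum of 2000 UMIs (9456) came within 1.5 times of the paper's value, and removing Scrublet calls (5697) did not. The paper gives its count as TPM, whereas the tables hold UMIs.

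The paper's share of CA9-positive cells in hypoxic NTC is about 8.5% in Fig. 4D, read by eye, and the share here was 5.59%. Of the alternatives set before the data were examined, all barcodes with at least 1000 UMIs (6.37%) came within 1.5 times of it, and thinning to 3000 UMIs (5.22%), removing Scrublet calls (5.59%), and requiring at least 2 UMIs (1.46%) did not. A minimum of 2000 UMIs per cell, chosen after seeing the values, gave 8.17%, with 5319 cells retained in all. On the scale of negative cells, the paper's 91.5% stands against 94.4% here.

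The paper's Fig. 4B lists 55 genes, and 13 met its thresholds here (log2 fold change above 2 and mean normalized count above 350). The paper states the mean in TPM. Every alternative set before the data were examined differed too, with 13 for DESeq2 with the cell line block, 17 for DESeq2 without it, 0 for mean CPM, and 17 for all barcodes with at least 1000 UMIs. All 51 matched genes of the figure had a log2 ratio above 2 in at least 1 line.

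The paper's Supplementary Fig. S9 lists 70 genes, and 18 met its thresholds here with a bound for genes not induced that the paper's text does not give. Every alternative set before the data were examined differed too, with 17 for DESeq2 with the block, 26 without it, 5 for mean CPM, and 15 for all barcodes with at least 1000 UMIs. By the thresholds for size alone, 99 genes passed.

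The paper states that its hypoxic cluster consists of hypoxic cells only. Here, 2 unlike clusters counted as hypoxic and together held 15.0% of the normoxic NTC, 13.8% of the normoxic HIF-1α KO, and 11.8% of the normoxic HIF-2α KO cells, and 98.3% of the hypoxic NTC cells. The larger one, which was 92.6% hypoxic, held 6.08%, 4.72%, and 4.99% of the normoxic cells, and the smaller one was 61.3% hypoxic. The paper's results describe a limited separation of the original samples on these genes, with 2 well-separated clusters. Here, 39.5% of the nearest neighbors came from the same library, at 8 clusters. The paper's discussion describes a failure to part normoxic from hypoxic cells, whereas 81.1% of the nearest neighbors shared the oxygen condition here. As in the paper, the hypoxic cells outside were mostly HIF-1α KO cells, of which 54.1% lay outside. With CCA integration, which the paper's methods name and which was chosen for these neighbors after seeing the data, the share of the same oxygen condition was 56.1%. This is closer to the description in the paper's discussion. The same integration, set before for the clusters, put 56.5%, 58.8%, and 66.6% of the normoxic NTC, HIF-1α KO, and HIF-2α KO cells into hypoxic clusters and left 26.7%, 30.8%, and 24.2% of the hypoxic ones outside, which is further from the paper's description. The clusters counted as hypoxic were then only 50.1% to 62.1% hypoxic.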

Other observations

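Within lines, 157 of 6221 genes with at least 200 UMIs in either library were at least 2-fold higher and 58 at least 2-fold lower in hypoxic NTC cells, 316 and 113 of 8243 in HIF-1α KO cells, and 115 and 92 of 9082 in HIF-2α KO cells. Retained normoxic and hypoxic cells held 6665098 and 11296536 UMIs in HIF-1α KO and 15412779 and 5763132 in HIF-2α KO. The bound of 200 UMIs therefore admits rises at lower CPM than falls in HIF-1α KO cells, and falls at lower CPM than rises in HIF-2α KO cells. The balance of rises and falls is not compared between lines for this reason. With TMM factors the counts were 187 and 38 in NTC (83.1% higher in place of 73.0%), 316 and 113 in HIF-1α KO, and 154 and 45 in HIF-2α KO cells (77.4% in place of 55.6%). In HIF-1α KO cells the counts also depended on the cells used, with 274 and 224 for all barcodes with at least 1000 UMIs (55.0% higher in place of 73.7%), 271 and 191 for a minimum of 2000 UMIs (58.7%, chosen after seeing the data), and 345 and 178 as a mean over cells (66.0%), and in HIF-2α KO cells all barcodes gave 125 and 55 (69.4%). NTC and HIF-2α KO cells shared 73 of the higher genes, NTC and HIF-1α KO cells 43, the KO lines 56, and all 3 lines 28. Of the lower genes, these overlaps were 5, 9, 2, and 1. Across genes, which are not independent replicates, the log2 ratios correlated with a Pearson coefficient of 0.76 between NTC and HIF-2α KO, 0.46 between NTC and HIF-1α KO, and 0.47 between the KO lines. Hypoxic HIF-1α KO cells gained the iron oxidase gene CP (8 UMIs in normoxia, 637 in hypoxia) and the xenobiotic enzyme gene CYP1A1 (4 and 315), whereas MUCL1, the lipid synthesis gene DGAT2, and the luminal transcription factor gene SPDEF had log2 ratios of -2.72, -2.62, and -1.82. In HIF-2α KO cells the lowest ratio was that of S100A9 (-2.72), and in NTC cells that of OSGIN1 (-1.82).

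Over the 3 lines, cholesterol synthesis and uptake rose in part, with 7 of 16 genes higher and none lower (10 adjusted over the list alone), among them LDLR with a log2 fold change of 0.69 and STARD4 with 1.55 (camera adjusted p = 7.31e-08, adjusted p = 0.446 with an estimated correlation). Of 14 estrogen response genes, 4 fell and 1 rose (4 and 2 adjusted over the list alone), with ESR1, which encodes the estrogen receptor, at -0.72 and the cyclin gene CCND1 rising with 0.79 (camera adjusted p = 0.0123, adjusted p = 0.637 with an estimated correlation, with camera from 7.06e-04 to 0.937 over all alternatives and pointing up without the HIF-1α KO line). Of 12 genes of oxygen sensing and HIF feedback, 5 rose (6 adjusted over the list alone), with the prolyl hydroxylase gene EGLN3 at 2.96 and BHLHE40 at 3.10 (camera adjusted p = 2.35e-13, adjusted p = 0.125 with an estimated correlation). Of 10 histone and DNA demethylases, 4 rose (4 adjusted over the list alone), with KDM3A at 1.94 (camera adjusted p = 5.09e-05, adjusted p = 0.391 with an estimated correlation). Of 9 Notch targets, 3 rose (5 adjusted over the list alone), with HES1 at 1.95 and HEY1 at 3.07 (camera adjusted p = 7.10e-05, adjusted p = 0.391 with an estimated correlation). Of 6 genes of pH and ion regulation, 2 rose and CA12 fell with -0.74 (the same over the list alone; camera adjusted p = 0.00462, adjusted p = 0.321 with an estimated correlation). Leaving out 1 line changed the number of rises to between 0 (without the HIF-2α KO line) and 8 for cholesterol, 0 and 4 for estrogen response (with 1 to 4 falls), 4 and 5 for oxygen sensing, 2 and 6 for demethylases, and 1 and 5 for Notch targets, and for pH and ion regulation it gave 2 rises and 0 or 1 falls.

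Of 21 G2/M phase genes, 3 fell, namely CDC20, CENPA, and CCNB1 (9 adjusted over the list alone, and 0 to 3 when 1 line was left out; camera adjusted p = 2.62e-06, adjusted p = 0.58 with an estimated correlation, with camera at 0.207 without the HIF-1α KO line and from 4.45e-11 over the alternatives). A single gene fell among 20 of S phase (CDC45), 10 of heat shock (HSPH1), 24 of the nuclear-encoded respiratory chain (ATP5MC1), and 14 of the unfolded protein and integrated stress response (SDF2L1), and none rose, also when adjusted over each list alone, while leaving out 1 line gave 0 or 1 falls, and 0 to 3 for the respiratory chain. Their camera adjusted p was 0.0269, 0.00550, 0.00778, and 0.494, and adjusted p = 0.694, 0.58, 0.58, and 0.814 with an estimated correlation. Without the HIF-1α KO line, camera gave 0.0907 for heat shock and 0.244 for S phase, and without the NTC line 0.125 for S phase, 0.125 for the respiratory chain, and 0.00783 for the unfolded protein list. Over all alternatives, the adjusted p spanned 7.06e-04 to 0.58 for heat shock, 8.06e-04 to 0.694 for S phase, 0.00294 to 0.58 for the respiratory chain, and 0.00783 to 0.814 for the unfolded protein list. Of 9 NF-kB targets, 2 rose (3 adjusted over the list alone), with TNFAIP3 at 1.84 (camera adjusted p = 0.00550, 0.669 without the HIF-1α KO line, from 9.42e-06 over the alternatives, and adjusted p = 0.58 with an estimated correlation). Of 10 luminal epithelial genes, ELF3 and KRT19 rose (2 adjusted over the list alone; camera adjusted p = 0.00462, 0.0514 without the HIF-2α KO line, from 0.00251 over the alternatives, and adjusted p = 0.391 with an estimated correlation), and of 6 mesenchymal genes, S100A4 rose with 3.10 (2 adjusted over the list alone; camera adjusted p = 0.00118, adjusted p = 0.310 with an estimated correlation). Among 13 mitochondrially encoded, 10 type I interferon response, 12 housekeeping, 2 fibroblast, 1 immune, and 1 endothelial gene with enough counts to test, 0 passed edgeR's test, and the camera adjusted p was 0.58, 0.378, 0.569, 0.661, 0.482, and 0.751. Without the HIF-1α KO line, 3 mitochondrially encoded genes rose, 2 interferon response genes fell, and 1 housekeeping gene rose and 1 fell. The mitochondrially encoded list passed camera downward without the NTC line (adjusted p = 0.0220) and upward without the HIF-1α KO line (0.00524), over a range of 0.00524 to 0.861, and the interferon list passed without the HIF-2α KO line (0.0262, up to 0.773 over the alternatives).

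At 3000 UMIs per cell, the spread of HIF1A between hypoxic NTC cells stood at the 89.0 percentile of genes of like mean, that of BNIP3 at 16.9, POLR2A at 56.1, and UBC at 0.602, and in hypoxic HIF-1α KO cells that of EPAS1 at 100, EGFR at 98.9, and SERPINE1 at 98.8. The SERPINE1 rank rests on 13 UMIs in 8 of 824 cells, and at full depth a single cell held 14 of its 54 UMIs, so it is not read further. The paper measured these mRNAs by mRNA-FISH. Across hypoxic NTC cells, HIF1A and CA9 had a Spearman coefficient of 0.044 at full depth and 0.048 when thinned, and POLR2A and UBC 0.068 and -0.037. In hypoxic HIF-1α KO cells, EPAS1 and EGFR had 0.292 at full depth (99.7 percentile of random pairs) and 0.054 when thinned (91.5 percentile), while FOS and EGR1 had 0.292 and 0.242. Cells are not replicates, so these values have no test. Each gene that the authors' table of cluster genes lists for a cluster was higher in the sums of that cluster's libraries than the mean of the others, and 38.5% (normoxic KO lines) to 84.3% (normoxic NTC) of them were highest there. The authors chose these genes on the same libraries, so their direction is not independent evidence. Among barcodes under 1000 UMIs, which were not retained, 0.730% held a CA9 UMI in hypoxic NTC and 1.21% in hypoxic HIF-2α KO.

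All tests of explanations in the following paragraphs were chosen after the results had been seen. Hypoxic cells outside the hypoxic clusters differed between lines in how they related to depth. For NTC and HIF-2α KO cells, few UMIs per cell may account for most of them, since 0.456% of cells with at least 5000 UMIs lay outside, against 9.11% under 2000 UMIs. For HIF-1α KO cells, few UMIs are argued against as the whole cause, because 45.1% of cells with at least 10000 UMIs still lay outside. A weak induction of glycolysis genes without HIF-1α stays open. Of hypoxic HIF-1α KO cells, 29.0% exceeded the normoxic 95th percentile of these genes at 3000 UMIs, but 8 of the genes are also among those that made the clusters, so this is no separate test. The clone stays open as a cause.

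The low share of CA9-positive hypoxic NTC cells (5.59%) may in part come from few UMIs per cell, since it was 15.2% among cells with at least 10000 UMIs and 2.80% under 2000 UMIs. Such a rise with depth would follow for nearly any detected gene, so it cannot tell low sensitivity from cells without CA9 mRNA. A spread of the CA9 UMIs by depth alone is argued against as the whole cause, because it would reach 7.22% of the cells, above the interval of 4.53% to 6.82% around the observed share. A spread shared with other genes of the same level is in line with the 69.6 percentile of CA9 among genes of like mean. A spread specific to the HIF pathway was not tested and stays open.

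The 636 genes called across the 3 lines were compared with the other splits of the 6 libraries into groups of 3 and 3. Counting the real split, 10 splits are too few for a share under 0.05, and 1 of them, the real one, gave as many calls. The highest other split gave 0. The 2 libraries of a line are a pair, and 3 of the other splits part all 3 pairs as the real one does, while the other 6 part 1 pair and keep 2 lines whole. Among the 3 that part all pairs, the highest gave 0 calls and 14 lists, the same as among the other 6. For the gene lists, the real split gave 18 and the highest other 14, and again 1 of 10 splits reached the real count. With the cell line as a block, a split that parts 1 pair takes its difference from that line's hypoxic and normoxic library alone. A split that parts all 3 pairs turns 1 line around, which puts the hypoxia response into the residual spread. No other split is thus free of oxygen, and their 0 calls and 14 lists do not show what an unrelated grouping would give.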
